# Preclinical Models for Neuroblastoma: Establishing a Baseline for Treatment

**DOI:** 10.1371/journal.pone.0019133

**Published:** 2011-04-29

**Authors:** Tal Teitz, Jennifer J. Stanke, Sara Federico, Cori L. Bradley, Rachel Brennan, Jiakun Zhang, Melissa D. Johnson, Jan Sedlacik, Madoka Inoue, Ziwei M. Zhang, Sharon Frase, Jerold E. Rehg, Claudia M. Hillenbrand, David Finkelstein, Christopher Calabrese, Michael A. Dyer, Jill M. Lahti

## Abstract

**Background:**

Preclinical models of pediatric cancers are essential for testing new chemotherapeutic combinations for clinical trials. The most widely used genetic model for preclinical testing of neuroblastoma is the TH-MYCN mouse. This neuroblastoma-prone mouse recapitulates many of the features of human neuroblastoma. Limitations of this model include the low frequency of bone marrow metastasis, the lack of information on whether the gene expression patterns in this system parallels human neuroblastomas, the relatively slow rate of tumor formation and variability in tumor penetrance on different genetic backgrounds. As an alternative, preclinical studies are frequently performed using human cell lines xenografted into immunocompromised mice, either as flank implant or orthtotopically. Drawbacks of this system include the use of cell lines that have been in culture for years, the inappropriate microenvironment of the flank or difficult, time consuming surgery for orthotopic transplants and the absence of an intact immune system.

**Principal Findings:**

Here we characterize and optimize both systems to increase their utility for preclinical studies. We show that TH-MYCN mice develop tumors in the paraspinal ganglia, but not in the adrenal, with cellular and gene expression patterns similar to human NB. In addition, we present a new ultrasound guided, minimally invasive orthotopic xenograft method. This injection technique is rapid, provides accurate targeting of the injected cells and leads to efficient engraftment. We also demonstrate that tumors can be detected, monitored and quantified prior to visualization using ultrasound, MRI and bioluminescence. Finally we develop and test a “standard of care” chemotherapy regimen. This protocol, which is based on current treatments for neuroblastoma, provides a baseline for comparison of new therapeutic agents.

**Significance:**

The studies suggest that use of both the TH-NMYC model of neuroblastoma and the orthotopic xenograft model provide the optimal combination for testing new chemotherapies for this devastating childhood cancer.

## Introduction

Neuroblastoma (NB) is responsible for 15% of all childhood cancer deaths and is the most common cancer diagnosed during the first year of life [1]. NB arises in the developing sympathetic nervous system, in precursor cells thought to be derived from the neural crest tissues [2]. The tumors appear in the adrenal medulla or along the paraspinal ganglia in the abdomen, chest, pelvis or neck [3], [4].

A new International Neuroblastoma Risk Group (INRG) classification system of the disease divides the patients to 16 risk groups from the lowest risk group with localized tumor that can be removed by surgery and has a greater than 95% survival rate, to the highest risk group that presents with metastasis to bone marrow and bone and currently has only 40 to 50% survival rate [5], [6]. A unique patient group is the 4S which usually occurs in infants less then one year of age and has a favorable prognosis with a greater than 90% survival rate. Although the tumors in the 4S group develop very early, they undergo spontaneous regression [7]. Full regression is also seen in some of the stage 1 tumors with localized disease [8].

Amplification of N-MYC (>10 copies per cell) occurs in about 30% of NB human patients and is strongly correlated with advanced disease stage and poor outcome [9]–[11]. Several studies show that MYC proteins can act as master transcriptional factors to activate or repress a wide variety of genes [12], [13]. In addition the MYC family proteins including MYCN can influence expression of genes through deregulation of microRNAs [14]–[17]. Importantly, high expression of N-myc is sufficient to induce neuroblastoma tumor formation in transgenic mice [18].

The TH-MYCN transgenic mouse model, in which N-myc expression is driven by a 4.5 Kb promoter of the rat tyrosine hydroxylase gene (TH) which is expressed specifically in neural crest lineage cells, is now a widely used murine model of NB [18]. Tumor penetrance in this transgenic NB model is strain dependent [18]. NB tumors arise in the TH-MYCN transgenic model at high frequency on the 129SvJ background, with ∼33% of the hemizygous transgenic mice and 100% of the homozygous mice developing tumors. The reason for the high tumor frequency on the 129SvJ background compared to other murine genetic backgrounds, such as the BL6 strain which has only 5% tumor occurrence, is still not clear but is attributed to strain-specific modifiers not identified yet.

Overexpression of N-MYC in the mouse peripheral neural crest of the TH-MYCN mice gives rise to NB tumors that recapitulate many of the histological and pathological aspects of human NB [18]–[20]. In addition, genome-wide array CGH analysis of the murine tumors identified distinct genomic aberrations that share some similarity with those in human tumors [21]. Cell lines derived from the mouse tumors display many of the molecular characteristics of human NB [22] although the tumors rarely exhibit loss of the mouse gene region that is syntenic with chromosome 1p36 or metastasize to distant organs such as bone marrow [21], [23].

Several recent studies have utilized the TH-MYCN transgenic model to understand the *in vivo* functions of additional genes involved in NB pathogenesis such as p53 and Mdm2 [24], [25]. Importantly, this murine model has been very useful in assessing the clinical efficacy of potential new drugs for NB like the angiogenesis inhibitor HPMA copolymer-TNP-470 conjugate (caplostatin) [24] and the ornithine decaroboxylase inhibitor α-difluoromethylornithine [26].

In this study, we provide additional characterization of the TH-MYCN mouse model using multiple diagnostic imaging methodologies and gene profiling. In addition, we present a new approach for generating orthotopic xenografts of neuroblastoma using ultrasound guided injections of neuroblastoma cells into the adrenal or para-adrenal space, where 40% of human NB tumors arise [3]. To demonstrate the utility of this new orthotopic xenograft method for neuroblastoma and provide a clinically relevant benchmark for future preclinical studies, we tested a chemotherapeutic regimen that is similar to the current standard of care for induction chemotherapy for neuroblastoma in the xenograft model. These data set the stage for future generation of orthotopic xenografts of primary human neuroblastoma and for testing new agents for this devastating childhood cancer.

## Results

### Characterization of the cellular features of TH-MYCN neuroblastoma

To obtain NB tumors from the TH- MYCN model, hemizygous TH-MYCN transgenic mice were bred onto the 129SvJ background. Tumors arose on this background at a frequency of ∼33%. Tumors could first be detected visually in the abdomen of the transgenic mice at 9–13 weeks of age. Earlier tumors could be routinely identified by imaging (MRI and ultrasound) at week 6(see below). The TH-MYCN mouse tumors appeared to arise in the ganglion cells, in line with the sympathetic ganglion chain (Figure 1A.). We characterized these tumors histologically by Hematoxylin and Eosin (H&E) staining (Figure 1 and Figure S1), by electron microscopy (Figure S2) and by immunohistochemistry (IHC) staining with neuronal markers (Figure 1). Ki67 staining was also employed to evaluate proliferation (Figure 1M). H&E and IHC staining revealed substantial heterogeneity within the primary tumors and the presence of microscopic (<1 mm^3^) metastatic lesions in the lungs (100% of the animals), ovaries (44%), abdominal lymph nodes (32%) and bone marrow (5%) of 3–5 months old mice. The majority of the H&E stained tumor cells were variably sized, blue cells, with generally prominent nucleoli and distinct nuclear membranes that grew in solid sheets, cords and molded pavement patterns (Figure 1B and Figure S1A–D). However, there were also regions of much larger cells that had a more ganglion-like appearance in the primary mouse tumors (Figure 1C and Figure S1E,F).

**Figure 1:**
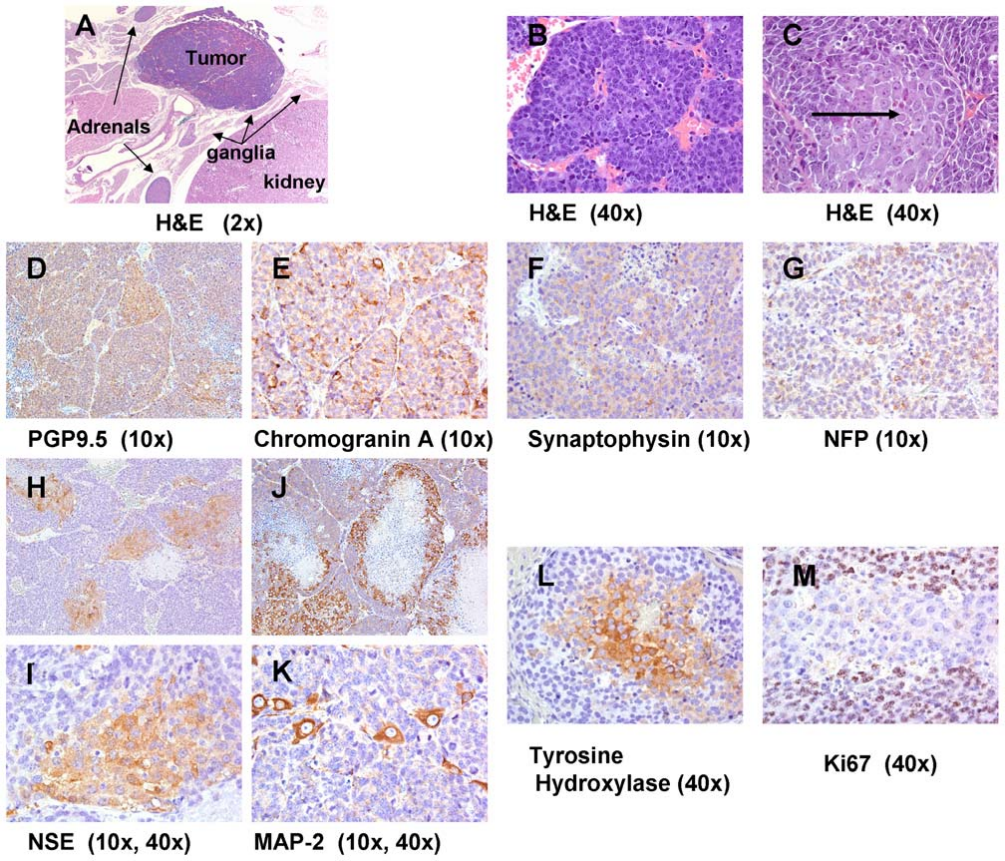
Histology and immunohistochemistry of mouse TH-MYCN tumors. Tumors that arose along the paraverterbral ganglia predominately exhibited (**A**), a solid cord (**B**) and molding/pavement morphologies (**C**) although areas of cells with a ganglion-like appearance were dispersed throughout the tumors (see arrow). The tumors stained homogenously for the neuronal markers- PGP9.5 (**D**), chromogranin A (**E**), synaptophsin (**F**) and neurofilament protein (**G**). However, only the ganglion-like cells within the tumor stained strongly positive for the neuronal markers - neuron specific enolase (**H, I**), microtubule associated protein 2 (**J, K**), Tyrosine Hydroxylase (**L**). These ganglion-like cells were negative for the proliferation marker Ki67 (**M**).

Analysis of the developing primary TH-MYCN tumors (mouse ages 9–13 weeks) by immunohistochemistry revealed that the mouse tumors stained homogenously for the neuronal markers: protein gene-product 9.5 (PGP9.5), chromogranin A, synapthopysin and neurofilament protein (NFP) (Figure 1D–G). However, there was heterogeneity in the staining patterns with other neuronal markers including neuron specific enolase (NSE), microtubule-associated protein 2 (MAP-2) and tyrosine hydroxylase (TH), a marker of more differentiated cells. These proteins were strongly expressed only in areas of ganglion-like cells within the tumors (Figure 1H–L). The regions of the tumors that stained positive for the markers NSE, MAP-2 and TH were also the only areas that were not undergoing proliferation as judged by the absence of Ki67 staining (Figure 1M). In contrast, the majority of the cells in the tumors stained positive for Ki67, indicating potential proliferation, but failed to express the markers NSE, TH and MAP-2 (Figure 1H–L). Numerous mitotic figures were also present in these areas while the areas surrounded by the more differentiated ganglion-like cells exhibited an absence of mitotic figures and often surrounded by necrotic and apoptotic cells (Figure 1H, J). Electron microscopy of the TH-MYCN tumors and human tumors revealed features consistent with neuronal differentiation including dense core neurosecretory vesicles, synaptic junctions and processes typical of neuronal cells (Figure S2). There were also areas of lipids dispersed throughout the tumors.

Overall, these data are consistent with previous characterization of the TH-MYCN neuroblastomas and they suggest that the mouse neuroblastomas most closely resembled a class of aggressive human neuroblastoma tumors classified as large cell neuroblastoma [27]–[29]. This subgroup of tumors is composed of cells that are markedly larger than other NB subgroups and have unique, sharply outlined nuclear membranes and 1–4 prominent nucleoli. Tumor with this morphology are found within the undifferentiated and poorly differentiated classes of NB and are seen most often in cases with MYCN amplified tumors.

### Molecular profiling of mouse neuroblastomas

To extend these findings, we isolated RNA from 18 samples of hemizygous abdominal TH-MYCN tumors and performed Affymetrix gene expression array analysis. These tumors which were representative of full grown progressive tumors, weighing 1.5 gr+/−0.75 gr, were harvested from 12 females and 6 males 8–13 week old mice. 

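The data behind these sentences are gene expression arrays of 17 primary abdominal tumors of TH-MYCN mice, in which a human MYCN transgene is driven in the neural crest by the tyrosine hydroxylase promoter. Each tumor was hybridized to its own Affymetrix mouse array. By the labels all tumors belong to a single group, so no comparison between conditions was made. Genes of the sex chromosomes split the tumors into 12 and 5, but the sexes were not compared. The paper reports 18 tumors, whereas 17 arrays were analysed here, and the sample labels give no sex, age or weight for a tumor. The tumors carry the submitters' numbers, mad548 to mad565, and are named by them below. The deposited values are log2 expression values made by the authors with RMA, which corrects the background, quantile-normalizes the probes over the arrays and summarises them per probeset. The labels list Partek version 6.4 beside RMA. The paper's results section also names RMA for the mouse arrays. Its methods section instead names MAS5 signals scaled to 500. The deposited values ran from 3.28 to 15.59. The mean of the unlogged values, trimmed by 2% at each end, was 377.3 to 428.3 per array, so the values were taken as RMA values. Array medians lay between 6.28 and 6.51. Of 45101 probesets, 64 were array controls. Of the others, 34945 carried 1 gene symbol in the platform annotation, 932 carried several and 9160 were unnamed here. Genes were named from probesets with 1 symbol, which gave 18193 genes. Within each array every probeset was given its quartile (1 lowest, 4 highest) among those single-gene probesets, and quartiles were averaged over the arrays and then over the probesets of a gene. The paper set its quartiles within probesets that have a human ortholog, and its ortholog map was not used here. Log2 values quoted for a gene are those of its probeset with the highest mean, and errors are SD over the 17 tumors. The precision is limited by the number of arrays.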

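Mean levels of cell division and sympathoadrenal genes differed less between the 17 tumors than those of skeletal muscle, liver, fat, MHC and interferon response genes. The lists were not compared by a test. A small SD was not particular to these genes, and the SD of a list mean also depends on the size and signal of the list. The adrenal cortex and MYC target lists (both SD 0.10) differed as little. So did the exocrine pancreas, kidney, T and NK cell and homologous recombination lists (each 0.13). The mean log2 value of 24 proliferation genes lay between 11.45 and 11.90 in every tumor (SD 0.12), and that of 25 sympathoadrenal genes between 10.38 and 10.86 (SD 0.15), although single members such as Npy, neuropeptide Y, ranged from 8.47 to 12.06. Both SDs were above the median SD of random lists of the same size and mean expression (0.065 and 0.068). The mean of 10 skeletal muscle genes was 12.51 in mad553, 10.91 in mad550 and 10.04 in mad549, against 6.05 to 6.94 in the other 14. Myh4, the myosin heavy chain of fast muscle fibers, ranged from 6.13 to 14.76, and Acta1, skeletal alpha-actin, from 6.31 to 14.25. The mean of 7 liver genes was 9.67 in mad562 and 7.00 in mad559, against at most 5.40 elsewhere, and Alb, serum albumin, reached 12.52 in mad562. The mean of 6 adipose genes spread from 5.89 to 9.68, with Adipoq, the fat cell hormone adiponectin, between 4.66 and 10.81. Genes of MHC class II had a mean of 9.99 in mad562 and 8.95 in mad565 and a median of 7.62, and the interferon response genes one of 8.35 and 8.10 in the same tumors and a median of 6.66.

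For 26 gene lists fixed before the data were examined, the SD of the list mean over tumors was compared with that of random lists. These had the same size and mean expression. The SD was larger for 19 lists (one-sided permutation test over genes with 10000 random lists, Benjamini-Hochberg adjusted p under 0.05). The random lists were not matched on the SD of single genes. A list with a few variable members can thus pass without its genes varying together. The muscle, liver, adipose, macrophage, fibroblast, hypoxia, immediate early, interferon and both MHC lists each had an adjusted p of 0.00026, from the smallest p that 10000 lists can give (0.0001). The proliferation list had an adjusted p of 0.016 (0.075 without mad549, mad550 and mad553, chosen after the data were seen) and the sympathoadrenal list one of 0.00095 (0.43 with genes scaled to SD 1). The markers of ganglion-like cells and those stained throughout the tumor also passed. So did the chromaffin cell, MYC target, B cell, endothelial and erythroid lists. For all of these the adjusted p was from 0.0035 to 0.045. The markers stained throughout, chromaffin cell and erythroid lists did not pass with scaled genes (0.099 to 0.71). The MYC target list did not with centred arrays (0.053) or without mad549, mad550 and mad553 (0.076). The markers stained throughout also did not with the mean of all probesets (0.085), with centred arrays (0.082) or without any 1 of 6 tumors (0.051 to 0.078). The lists of homologous recombination, T and NK cells, Schwann cells, adrenal cortex, kidney, exocrine pancreas and p53 targets did not pass, with adjusted p from 0.072 to 0.45, though the first 2, kidney and p53 targets did with scaled genes (0.0002 to 0.028). Genes are not independent replicates, so the test describes these tumors.

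Over all 45037 non-control probesets, the Pearson correlation between 2 tumors had a median of 0.988 over the 136 pairs and ranged from 0.969 to 0.994. The first 3 principal components held 18.7%, 11.7% and 10.8% of the variance. Tumor mad562 had the lowest median correlation with the others, 0.978, and the next lowest was 0.984. Its score on the first component was 75.6, against -42.8 to 27.5 for the other tumors. Of 11238 genes with a mean at or above the array median, 112 had an SD of at least 1 on the log2 scale, and 39 of these were highest in mad562 and 20 in mad553. That count was 57 with a spread taken from the median absolute deviation, 74 with the mean of all probesets of a gene and 191 without the filter on the mean.

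**Figure D1:**
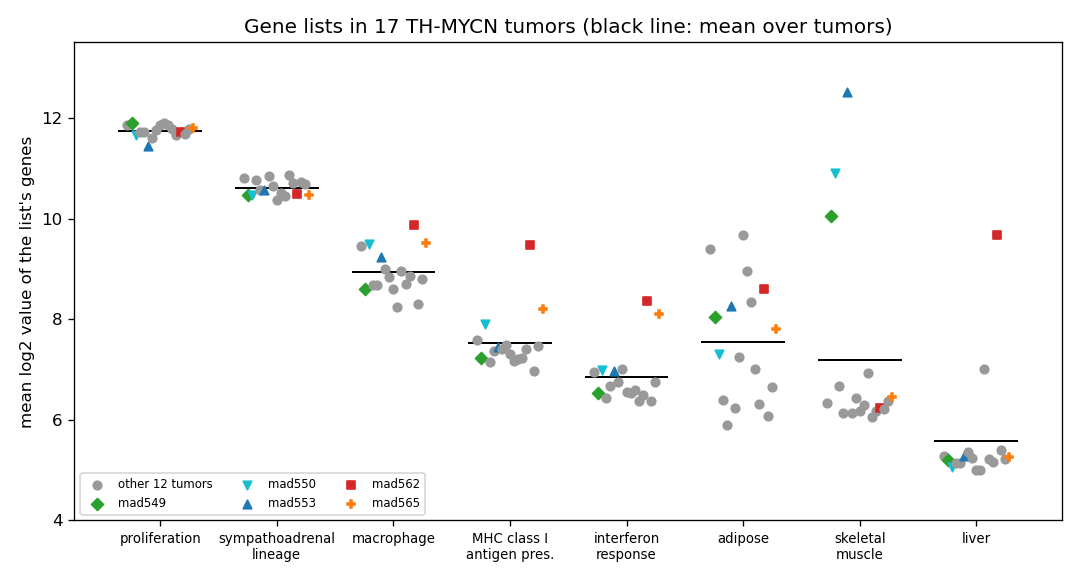
Mean log2 value of the genes of 8 lists in each of the 17 tumors (y axis), 1 point per tumor, with a line at the mean over tumors. Proliferation and sympathoadrenal genes lie close together, while mad549, mad550 and mad553 stand apart in skeletal muscle genes and mad562 in liver, MHC class I and, with mad565, interferon genes.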

All eighteen samples clustered tightly on principle component analysis (PCA) analysis (data not shown). Human NB data were obtained from three previously published neuroblastoma studies using the Affymetrix U133 v2 chip and combined to give a total of 125 gene expression arrays (Figure S3) for comparison. The data was then examined by PCA and collated with meta data describing each tumor (Figure S3). The 125 arrays were adjusted by batch correction method included in Partek Genomics Suite 6.4. Data from Affymetrix human U133 v2 arrays and mouse Affymetrix 430 v2 arrays were processed using the RMA algorithm. This data was then used to examine data quality by PCA for each species separately. The corrections described above removed much of the variability across the human array data from the different studies (Figure S3).

Next were removed genes that did not have documented orthologs, between humans and mice, using the Affymetrix's ortholog mapping document derived from National Center for Biotechnology Information's (NCBI) Homologene database. The probesets corresponding to 15646 unique human and mouse unigene pairs were retained. Each subset of the original data from mouse and human data sets was then converted to quartiles to further normalize the data and to concentrate on large differences between the species. 

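Most measured genes of the sympathoadrenal lineage, cell division and MYC targets were in the highest quartile, where 3316 of all 18193 genes had a mean of 3.5 or above. Of 25 measured sympathoadrenal genes, 18 had a mean quartile of 3.5 or above and none was at 1.5 or below. Chgb, which encodes a protein of secretory granules, was in quartile 4 in every tumor (log2 value 14.50 ± 0.19, SD, n = 17), as was Alk, a receptor tyrosine kinase (9.66 ± 0.31). Slc18a1, a vesicular monoamine transporter, had a mean quartile of 1.63 ± 0.16. Of 24 proliferation genes, 17 were at 3.5 or above, among them Aurkb (9.72 ± 0.21) and Birc5 (11.72 ± 0.23) in quartile 4 in every tumor, and none was at 1.5 or below. Of 17 MYC target genes, 15 were at 3.5 or above, and Fbl, the nucleolar protein fibrillarin, had a log2 value of 12.91 ± 0.13. Among 14 macrophage genes, 7 were at 3.5 or above, among them C1qb and C1qc, subunits of complement C1q, both in quartile 4 throughout. None of 15 T and NK cell genes was at 3.5 or above and 6 were at 1.5 or below. Cd3g and Cd8b1 were in quartile 1 in every tumor, and Cd3e was in quartile 3. Of 11 kidney genes and 7 exocrine pancreas genes none was at 3.5 or above, and 6 and 4 were at 1.5 or below. Of 10 adrenal cortex genes 2 were at 3.5 or above and 5 at 1.5 or below, the steroid hydroxylases Cyp11b1 and Cyp11b2 being in quartile 1 throughout. Over all 18193 genes, 8789 had the same quartile in all 17 tumors, 1968 of them in quartile 4 and 2536 in quartile 1, and the median SD of a gene's quartile was 0.079. A quartile ranks a probeset within its array, so a probeset that hybridizes poorly also falls in quartile 1.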

Once quartiled, the data within each unigene id was averaged and the resulting means were compared across species.

The batch corrected set of human neuroblastomas and the mouse N-MYC tumors unigene pairs were then assigned grades (A+ - D) based on the performance of probesets that were designed to measure the same transcript in the same array. The purpose of this grading was to distinguish consistent measurements from variable ones. The quartile range across all observations within a given unigene and species represents technical and biological variability but does not influence grade. However, the range of probeset signals within a unigene does influence the grade. If the range for all probesets for a particular unigene within a species was less than or equal to 1 quartile it was given an A+ grade. 

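Under this criterion 13998 of 18193 mouse genes were graded A+ in the 17 tumors (76.9%). Of these, 9183 had a single probeset and so no range. Of the 9010 genes with several probesets, 4815 were A+ (53.4%), and in 2432 the mean quartiles of the probesets lay at least 2 quartiles apart. Among A+ genes, both probesets of Nefl, the light neurofilament chain, and all 3 of C1qb, of Scarb1, a lipoprotein receptor, and of Pgk1, a glycolytic enzyme, were in quartile 4 in every tumor. Tbk1, a kinase of innate immune signalling, had both probesets in quartile 4. Among genes that were not A+, the 3 probesets of Tfrc, the transferrin receptor, ran from 1.29 to 4.0 and the 4 of Map2, a microtubule protein of neurons, from 1.76 to 4.0. Both probesets of Syp, the synaptic vesicle protein synaptophysin, were at 1.88 and 3.94. The 4 probesets of Foxm1, a transcription factor of dividing cells, ran from 1.0 to 3.29, and those of Tyms, thymidylate synthase, from 1.0 to 3.0. Genes were formed here by current symbol and not by the unigene clusters of the paper, so the grades need not be those of the paper.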

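The mouse values behind Table S1 were set beside the 17 arrays for each mouse unigene with 1 symbol. Several genes that the table lists as higher in human tumors were in the lowest quartile. Itgae, the integrin alpha chain of intraepithelial lymphocytes, had a mean quartile of 1.03 ± 0.12 (SD, n = 17). Pudp, a pseudouridine phosphatase, and 1700034I23Rik were in quartile 1 in every tumor, and 1810010H24Rik was at 1.12 ± 0.33. Prph, the intermediate filament peripherin of peripheral neurons, was at 1.56 ± 0.19 over 4 probesets, and Pnma1, a paraneoplastic antigen, at 1.53 ± 0.51. Mgat5, a glycosyltransferase, was at 2.51 ± 0.21, with 3 probesets from 1.29 to 3.18, and its symbol stands in Table S1 under a unigene with a paper mouse mean of 1.0 and in other entries with one of 3.0. Table S1 holds 410 mouse unigenes, 381 of them with 1 symbol, and 355 of these were matched to a gene on the arrays. The gene's mean quartile lay within 0.5 of the paper's mouse mean for 325 of the 355 (91.5%), and for 338 at least 1 probeset did. The mean quartile still differed from the paper's human mean by at least 1 in the paper's direction for 318. This held for all 142 unigenes with a pair listed as higher in mouse and for 178 of 215 with a pair listed as higher in human, 2 unigenes being listed both ways. Of the unigenes outside 0.5, 28 lay above the paper's mouse mean and 2 below. A shift upward keeps pairs higher in mouse and removes pairs higher in human, so the shares do not compare their reproducibility. The 318 became 333 with limits that leave out clone and model names and 282 with limits from all non-control probesets. The human arrays were not analysed here, and the human means are those of the paper. The mouse means of the table come from the paper's own arrays of these tumors. These tallies are thus a recomputation and not independent evidence.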

A total of 424 A+ unigene pairs (2.7% of the total unigenes, 424/15646 unigenes) from all stages and MYCN status exhibited expression differences of one or more quartiles between human and mouse and were termed differential (Table S1). 

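Genes of MHC class I antigen presentation, which display peptides to cytotoxic T cells, were spread over all quartiles in the mouse tumors. Both probesets of B2m, the light chain of the class I molecule, were in quartile 4 in every tumor. For H2-K1, a class I heavy chain, 2 of 4 probesets were in quartile 4 in every tumor and the others at 3.06 and 2.0, which gave a gene mean of 3.26 ± 0.06 (SD, n = 17). For H2-D1, another heavy chain, 2 of 9 probesets were in quartile 4 and 4 in quartile 1, with a gene mean of 2.16 ± 0.10. The nonclassical heavy chains H2-Q10 (1.06 ± 0.24) and H2-Bl (quartile 1 in every tumor) were low. Psmb10, a subunit of the immunoproteasome, was at 3.06 ± 0.24, Psmb9 at 2.29 ± 0.59 and Psmb8 at 2.0 ± 0.18. The peptide transporter genes Tap1 and Tap2 were at 1.37 ± 0.16 and 2.18 ± 0.39, Tapbp at 2.59 ± 0.20, Nlrc5, a transactivator of class I genes, at 2.06 ± 0.24 and Erap1, a peptide-trimming protease, at 1.44 ± 0.24. The paper's mouse means in Table S1 are 1.24 for H2-K1, 1.44 for H2-D1 and 1.06 for H2-Q10, and its human means are 3.95 for the pairs of all 3. Of 70 measured genes in 6 immune lists (MHC class I, MHC class II, interferon response, T and NK cell, B cell and macrophage), 8 had a mean quartile of 3.5 or above and 14 of 1.5 or below. Of the 70, 5 were found in Table S1, H2-K1, H2-D1, H2-Q10, Pax5 and Gbp3. Pax5, a transcription factor of B cells, was at 1.56 ± 0.17, and Gbp3, an interferon-induced GTPase listed there with other symbols, at 2.29 ± 0.47. Both are named because they belong to these 5, after their values were seen. All 4 probesets of H2-K1 are of the type that also matches related sequences, and class I genes are closely related. Both quartile 4 probesets of H2-D1 are of this type too. Without probesets of this type H2-D1 had a mean quartile of 1.79. The 5 cover the 6 immune lists only, and Table S1 also holds immune genes outside them, such as Itgae and Tbk1. No enrichment was computed, because the set of unigene pairs that served as background was not used here.

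**Figure D2:**
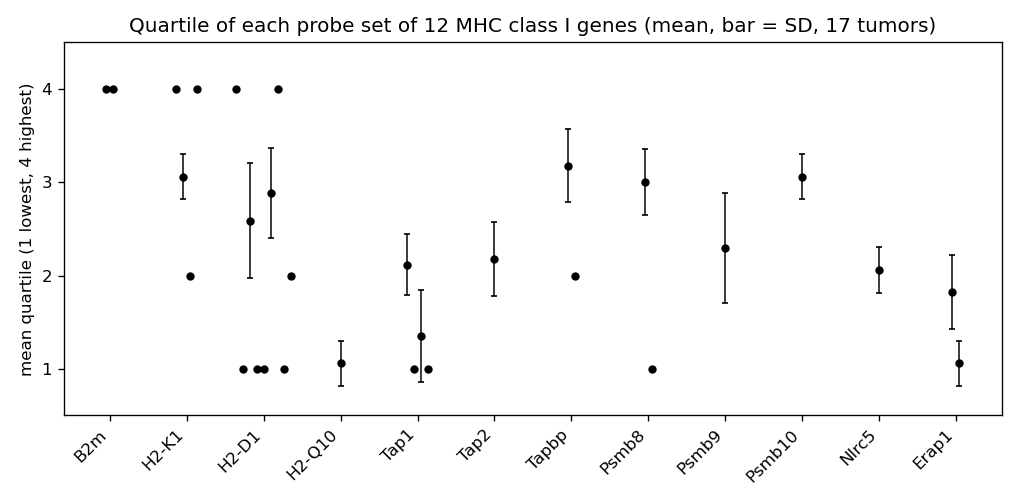
Mean quartile (y axis) of each probeset of 12 measured MHC class I genes (x axis) over the 17 tumors, with bars of 1 SD and no bar where every tumor had the same quartile. The probesets of H2-K1 run from 2.0 to 4.0 and those of H2-D1 from 1.0 to 4.0, while both of B2m are at 4.0.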

Gene ontology, using DAVID's GO analysis [30] showed statistically significant enrichment for genes in the immune response among the 424 differential genes (Table S1). 125 of these genes showed differences in expression of 2 quartiles or more, up or down, between the two species across all disease stages and MYCN status (Table S2). 

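The genes that Table S1 lists as most above human tumors had a mean quartile of 3.5 or above, and most were in quartile 4 in every mouse tumor. Agtr2, the type 2 angiotensin II receptor, had a log2 value of 13.60 ± 0.27 (SD, n = 17), and Hnrnpm, an RNA-binding protein of splicing, one of 11.97 ± 0.10. Hexa, a lysosomal enzyme, was at 11.78 ± 0.29, Taf13, a subunit of the transcription factor TFIID, at 11.00 ± 0.20 and Slc30a4, a zinc transporter, at 10.52 ± 0.17. Each of these 5 genes, and Pwwp3b (10.04 ± 0.36), was in quartile 4 in every tumor. Slc38a4, an amino acid transporter, had a mean quartile of 3.97 ± 0.12, and Rnf217, a ubiquitin ligase, was at 3.5 in every tumor, from 4 probesets between 3.0 and 4.0. Table S2 holds 125 pairs of 118 mouse unigenes, and 97 unigenes with 1 symbol were matched here. Of the 50 that the table lists as higher in mouse, 47 had a mean quartile of 3.5 or above, and of the 47 listed as higher in human, 26 had one of 1.5 or below. The mean quartile was within 0.5 of the paper's mouse mean for 86 of the 97. It differed from the paper's human mean in the paper's direction by at least 1 quartile for 96, and by at least 2 in the first listed pair for 80. The table was made from the paper's own arrays of these tumors, so these tallies are a recomputation and not independent evidence. A pair listed as higher in mouse by over 2 quartiles already has a high mouse mean.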

When we compared the expression of the 424 differential unigenes to their expression in normal adrenal tissue (A+ only) of the appropriate species and subtracted these species differences there were 18 unigenes that were differentially expressed between human tumors and mouse tumors (Table S3). These 18 unigenes are presented in Table S3. Among them we find breast cancer 2 early onset gene 2 (BRCA2) which was expressed at significantly higher levels in the mouse tumors.

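Of the 18 mouse genes of Table S3, 16 were measured by a named probeset here. The 9 that the table lists as higher in mouse all had a mean quartile of 3.5 or above. Apart from Brca2, Nefm, the medium neurofilament chain, was in quartile 4 in every tumor with a log2 value of 12.24 ± 0.24 (SD, n = 17). Fam81a (10.97 ± 0.42), Ydjc (10.79 ± 0.20), Dsn1, a kinetochore protein (9.93 ± 0.16), and Rec114, a meiotic recombination protein listed as 2410076I21Rik (10.16 ± 0.40), were in quartile 4 in every tumor. Nxf3, an RNA export factor, had a mean quartile of 3.76 ± 0.44, Micalcl one of 3.65 ± 0.49 and Slc4a10, a sodium bicarbonate transporter of neurons, one of 3.53 ± 0.51. Slc4a10 ranged from 8.22 to 10.77 and Nxf3 from 8.19 to 11.07 on the log2 scale, so these 2 differed between tumors more than the others. Of the 7 measured genes listed as higher in human, 5 were at 1.5 or below. These were Cntnap1, an axonal adhesion protein (1.06 ± 0.24), Pbx4, a homeobox gene (1.12 ± 0.22), Rbp2, a retinol-binding protein (1.12 ± 0.33), Osgin1 (1.24 ± 0.44) and 4931414P19Rik (1.24 ± 0.44). Pxmp2, a peroxisomal membrane protein, was in quartile 2 in every tumor. Mcur1, listed as Ccdc90a and a regulator of mitochondrial calcium uptake, was at 2.71 ± 0.25 from 1 probeset in quartile 4 in every tumor and another at 1.41. The mean quartile was within 0.5 of the paper's mouse mean for 15 of the 16. It differed from the paper's human mean by at least 1 in the paper's direction for 14, the exceptions being Osgin1 and Rbp2, by 0.92 and 0.93. With quartile limits from all non-control probesets, 12 of the 16 were within 0.5. The paper obtained its 18 unigenes by subtracting the species differences found in normal adrenal tissue, whose arrays were not analysed here. The mouse means of Table S3 come from the paper's own arrays of these tumors, so these tallies too are a recomputation.

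**Figure D3:**
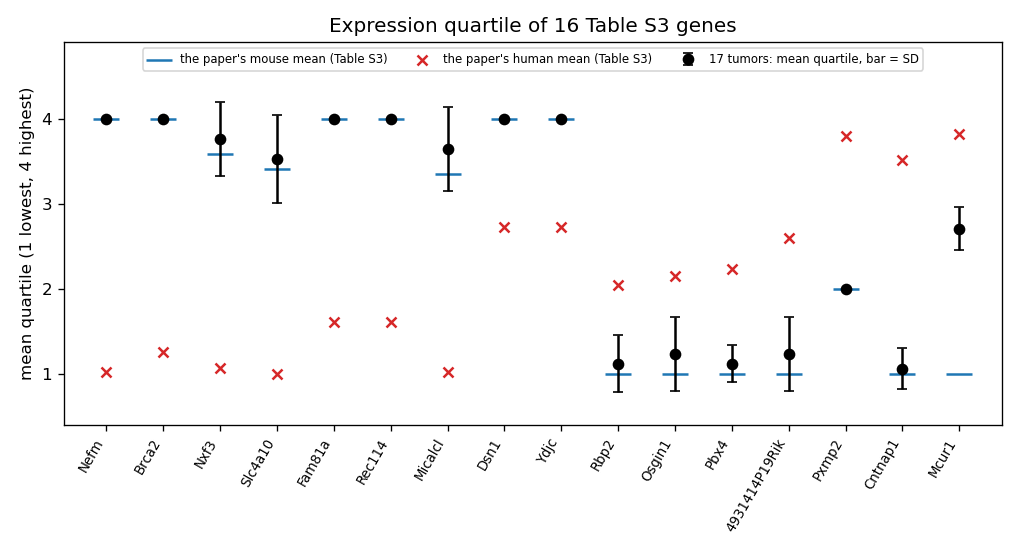
Mean quartile (y axis, 1 lowest to 4 highest) of 16 genes of Table S3 (x axis) over the 17 tumors, with bars of 1 SD, beside the paper's mouse and human means. For all genes but Mcur1 (2.71) the point lies within 0.5 of the paper's mouse mean.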

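Brca2 was in the highest quartile in each of the 17 mouse tumors. Its single named probeset had a log2 value of 9.95 ± 0.17 (SD, n = 17), between 9.66 and 10.22, and the quartile was 4 in every tumor. The paper's means in Table S3 are 4.0 for mouse Brca2 and 1.26 for human BRCA2, a difference of 2.74 quartiles. Brca2 stayed in quartile 4 in every tumor under each of the 3 other ways of setting the quartile limits. The quartiles of both species come from different arrays and probes, and the human values were not recomputed, so no test of this difference was made.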

When we compared the TH-MYCN mouse tumor microarray expression data to the human NB patient data (A+ quality data only as described above) classified by disease stage and restricted to MYCN amplified patients, we found high similarity between stages 3 and 4 of human disease and the mouse model (see Table 1). Interestingly, there were no genes that had a statistically different level of expression in the stage 4 N-MYC amplified human tumors versus mouse tumors and only 53 genes were differentially expressed between mouse and human stage 3 MYCN–amplified samples. Taken together the histological analysis and the molecular analysis suggest that the TH-MYCN mouse model most closely resembles stages 3 and 4 N-MYC amplified human neuroblastoma.

**Table 1:** Differential gene expression between MYCN amplified human neuroblastoma by disease stages and mouse TH-MYCN tumors.

Human Stage(N-MYC amplified)	Number of differences from mouse TH-MYCN tumors
1	135
2	231
3	53
4	0

### Ultrasound guided injection of neuroblastoma cells in mice

While the TH-MYCN tumors had molecular and cellular features of Stage 4 NMYC amplified human neuroblastomas, one major difference was the relatively low rate of distant metastasis in these mice. It is possible that orthotopic xenografts of primary human neuroblastomas or cell lines would more efficiently metastasize than the tumor cells in the TH-MYCN mouse model. Most previous studies focused on xenografts of neuroblastoma have involved flank engraftment or engraftment to the kidney capsule or more rarely engaftment into the adrenal using surgical procedures. However, the microenvironment of the flank is very different from that of the normal site of neuroblastoma initiation and the surgical procedure is relatively slow and can be associated with morbidity. In order to establish a minimally invasive, high throughput method for efficient introduction of neuroblastoma cell lines and primary human tumor cells into the mouse we developed an ultrasound guided technique to inject cells directly into the adrenal or the para-adrenal space. These two areas were chosen because a high percentage of human tumors (40%) are found in these areas [4]. The advantage of this technique is that it is relatively rapid (10–12 mice can be injected per hour), it leads to efficient engraftment of neuroblastoma cell lines (>80%) and there is no morbidity associated with the technique (see Materials and Methods).

Five human NB cell lines were chosen to demonstrate the feasibility and utility of this approach - NB5, NB7, NB1691 [23], [32], [31], SKNAS (ATCC CRL-2137) and SKNSH (ATCC HTB-11). These cell lines were selected because they differ in N-myc amplification, caspase-8 expression, p53 mutation status and 1p36 LOH [23], [32]. The cells were labeled with luciferase by stable transfection with a retrovirus expressing the luciferase gene. Luciferase expression was tested and quantified in the Xenogen Imager before injecting the cells into the mice. Single suspension cells were mixed with matrigel in a total volume of 10 µl and implanted into the para-adrenal area, between the adrenal and the kidney or into the adrenal medulla itself. Injections were done with the aid of an ultrasound-guided catheter and needle (See Materials and Methods). Tumor formation and growth was monitored for up to 24 weeks.

Orthotopic ultrasound guided xenografts faithfully recapitulated many of the histological hallmarks of neuroblastoma. Xenografts showed some heterogeneity in terms of cell size and immunohistochemical staining patterns (Figure 2), and the presence of cells with a more differentiated somewhat ganglion-like appearance in tumors from some but not all cell lines. Similar to the mouse tumors, all tumors of the xenografts tumors stained positive for the neuroendocrine marker PGP 9.5 (Figure 2). Mitotic figures were consistently seen (Figure 2) and proliferation, indicated by Ki67, was notably greater in areas around blood vessels and at the peripheral margins of the tumor (Figure 2). Regions of xenografts were also immunoreactive for synaptophysin, neuron specific enolase (NSE) and tyrosine hydroxylase (TH), however; these markers were not as ubiquitously expressed as PGP 9.5 (Figure 2).

**Figure 2:**
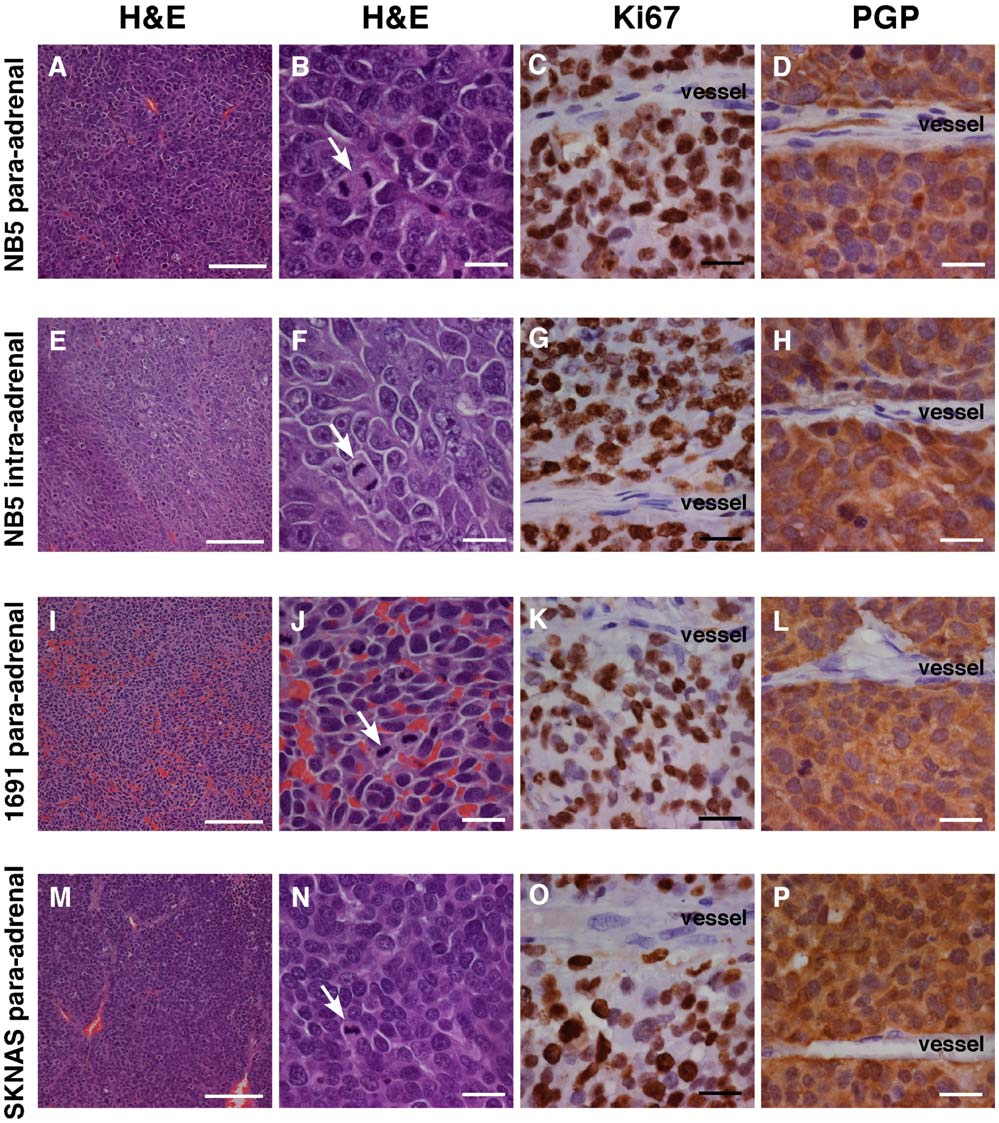
Histology and immunohistochemical analysis of orthotopic neuroblastoma xenografts. NB5 xenografts transplanted into the para-adrenal region (**A–D**) or into the adrenal gland (**E–H**) stained with hematoxylin and eosin (**A, B**), the proliferation marker Ki67 (**C,G**) or PGP9.5 (**D,H**). NB1691 (**I–L**) and SKNAS xenografts (**M-0**) transplanted to the paradrenal region stained with hematoxylin and eosin (**I, J, M N**), Ki67 (**K, O**) or with the neuroendocrine label PGP 9.5 (**L**). The scale bars in the left column represents 100 µm and the scale bars in the right 3 columns represents 25 µm. Arrows indicate mitotic figures and blood vessels are labeled.

Electron microscopy also demonstrated that the xenograft tumors resembled the human N-MYC amplified tumors as well as the murine TH-MYCN tumors. The human xenograft tumors contained areas enriched in dense core synaptic vesicles and synapses and junction typical of neuronal cells (Figure S2). There were also areas of lipids dispersed throughout the tumors.

Tumor growth was monitored by sequential Xenogen imaging. Growth curves generated from this data are shown in Figure 3. Paradrenal xenografts established from cell line NB1691 showed the most aggressive growth rates reaching a tumor volume of 600 mm^3^ after 31.8+/−8.8 days (n = 5). NB5 paradrenal xenografts grew slightly slower, reaching a volume of 600 mm^3^ after 52.2+/−9.8 days (n = 6) when transplanted into the retroperitoneal space near the adrenal or 36+/−3.5 days (n = 3) when injected directly into the adrenal gland. Only 20% (3/15) of paradrenal SKNSH xenografts reached a volume of 600 mm^3^ and this took on average 103.3+/−23.4 days (n = 3) (Figure S4). The remainder of SKNSH xenografts either failed to engraft (based on permanent loss of the Xenogen signal that was present immediately after injection) or regressed (initially signal was maintained or increased slightly during first few weeks and then gradually disappeared). Similarly, NB7 xenografts demonstrated inconsistent engraftment and growth with only 2/19 mouse tumors reaching a volume of 600 mm^3^, one after 43 days and the other after 142 days (Figure S4). The remaining NB7 xenografts either failed to engraft or remained as steady disease (maintained bioluminescent signal without evidence of growth) throughout the study. Thus, overall, xenografts from NB1691, NB5, and SKNAS provide consistent engraftment and growth rates whereas, xenografts from NB7 and SKNSH are less reliable.

**Figure 3:**
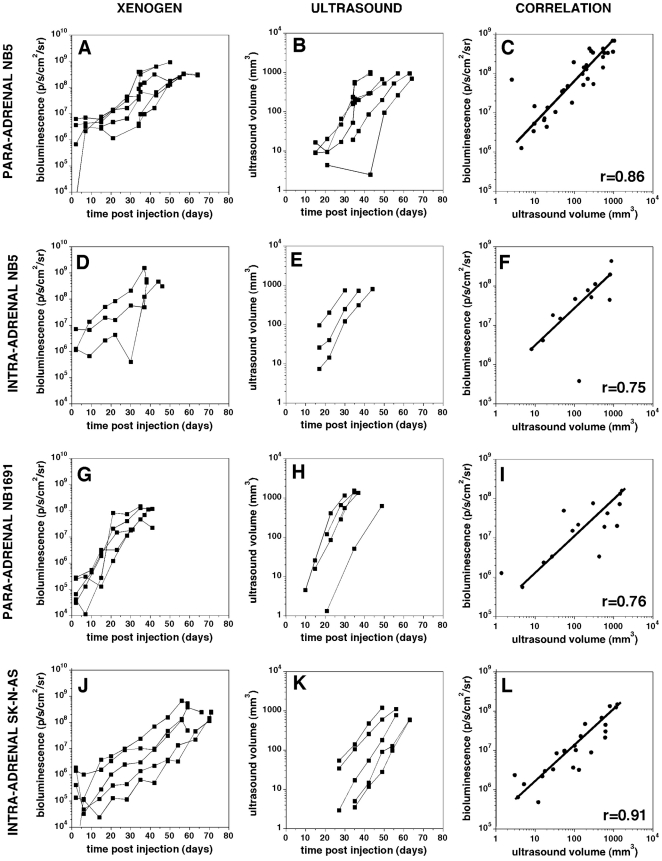
Growth of Orthotopic Neuroblastoma Xenografts. Bioluminescence **(left column)** and ultrasound volume **(center)** are plotted against time after injection (days post injection, dpi) for NB5 para-adrenal (**A–C**), NB5 intra-adrenal xenografts (**D–F**) and for NB1691 (**G–I**) and SKNAS (**J–L**) para-adrenal xenografts. A correlation analysis between the bioluminescence (y-axis) and ultrasound volume (x-axis is presented for the various xenografts in the right column. The correlation co-efficient is provided in the lower right hand of panels **C, F, I** and **L**.

### Diagnostic imaging of neuroblastomas in mice

While the orthotopic xenograft studies had demonstrated the utility of Xenogen imaging for monitoring tumor growth, our preliminary studies indicated that the volume measurement remained linear when the tumors were relatively small but consistently underestimated the size of large tumors. Therefore, we tested the ability of ultrasound to accurately assess tumor volume in both model systems. For these studies, we imaged a cohort of 26 mice TH-MYCN hemizygous weekly or bi-weekly after initial detection of the tumors by ultrasound and assessed 13 mice with NB5 orthotopic xenografts. TH-MYCN mice were typically followed from week 5 through week 12 of age while the xenograft mice were followed beginning on day 2 after injection and then monitored weekly for 6–25 weeks. TH-MYCN tumors could be clearly detected by week 6–9 (Figure 4) while xenograft tumors were visible between weeks 4–6 (Figure 5). Ultrasound imaging proved to be an efficient and rapid method for screening large numbers of mice to identify initial tumors, determine their original location and for following the tumor growth and volume. Typically, 8–10 mice could be viewed in an hour time.

**Figure 4:**
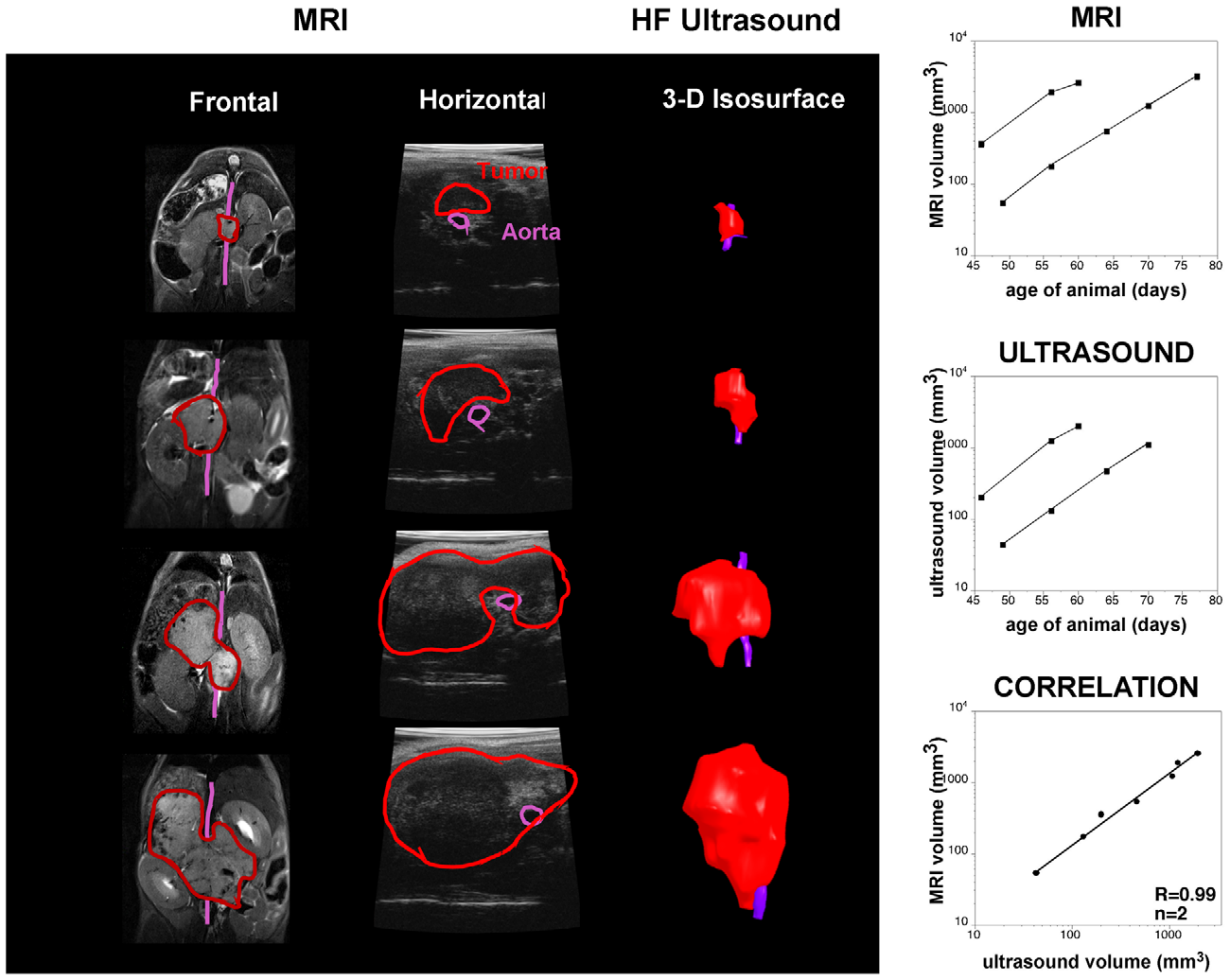
TH-MYCN mouse tumor imaging by MRI and ultrasound. The left column shows tumor progression at four distinct time points (top: first, button: last) as depicted by T2 weighted MRI. The tumor was manually segmented (red outline) on multi-slice coronal images and the volume averaged over all slices at each time point. The purple line traces the course of the aorta. Neuroblastomas are typically hypointense on T1-weighted images (VIBE data not shown) and hyperintense on T2-weighted images and can be seen on these images, especially in the later stages. The tumors appear to arise ventral to the aorta and demonstrate heterogeneous patterns, possibly from calcifications and hemorrhagic areas. Ultrasound data, also showing anatomical location of tumor (red) relative to aorta (purple), are presented as single slices (horizontal plane) and isosurface models generated from 3D data sets. Both imaging methods confirmed rapid growth of these representative tumors (and tight correlation across modalities) over the 30 day study period as described graphically to the right.

**Figure 5:**
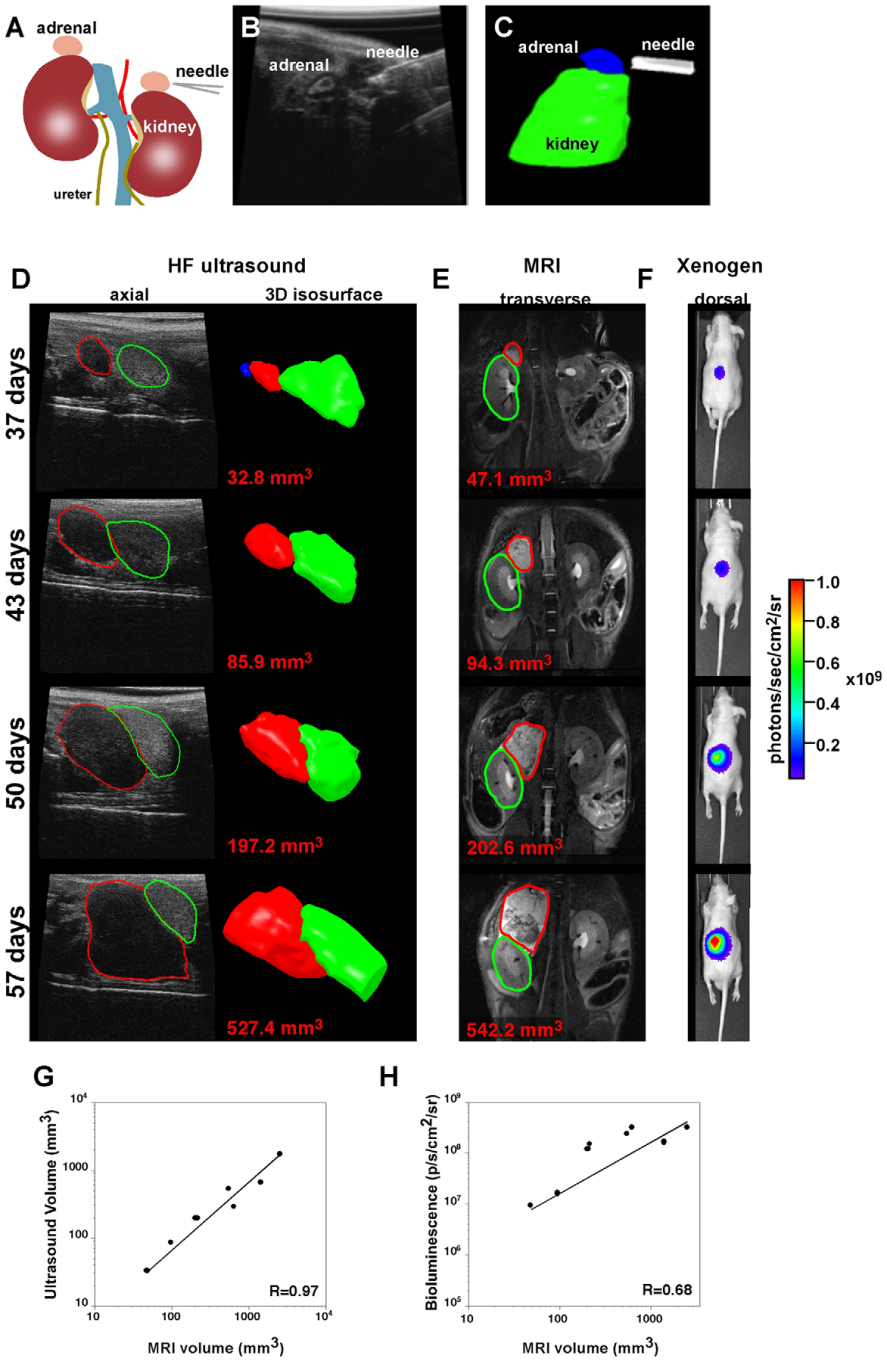
Xenograft neuroblastoma tumors were imaged by ultrasound and MRI. Orthotopic xenografts were produced by ultrasound guided needle injection of human NB cells to the para-adrenal or adrenal medulla in the mouse (**A–C**). Tumors were imaged by ultrasound, MRI and Xenogen imaging (**D–F**), tumor volumes determined and plotted (**G, H**). Ultrasound data (**C,D**) showing anatomical location of tumor (red) relative to the kidney (green) are presented as single slices (horizontal plane) and/or isosurface models generated from 3D data sets. MRI data are presented as single slices (frontal plane), again highlighting tumor relative to kidney. Bioluminescence images are presented with tumor highlighted colorimetrically (photons/second/cm^2^/steridian). Combination of the three imaging modalities clearly demonstrates efficient xenograft establishment and rapid growth from the para-adrenal space with appreciable correlation across the methods.

MRI on the other hand, provided superior detail and 3D volume measurements especially with large tumors, and allowed a more detailed diagnosis of the tumor origin and composition especially on T2 weighted imaging. This came, however, at the cost of about 25 min of table time per mouse.

The TH-MYCN tumors (21/26, 81%), first appeared very near or surrounding the aorta in the paravertebral ganglia of the mice, while the remaining 19% of the tumors (5/21) initially appeared closer to the adrenal or kidney by both MRI and ultrasound (Figure 6). All of the xenograft tumors appeared either in the para-adrenal region or within the adrenal depending on the site of injection. Examples of bioluminescence, ultrasound and MRI imaging of a developing xenograft tumor are shown in Figure 5. Importantly, both TH-MYCN and xenograft tumor volumes showed good agreement between the imaging methodologies (Figures 4 and 5).

**Figure 6:**
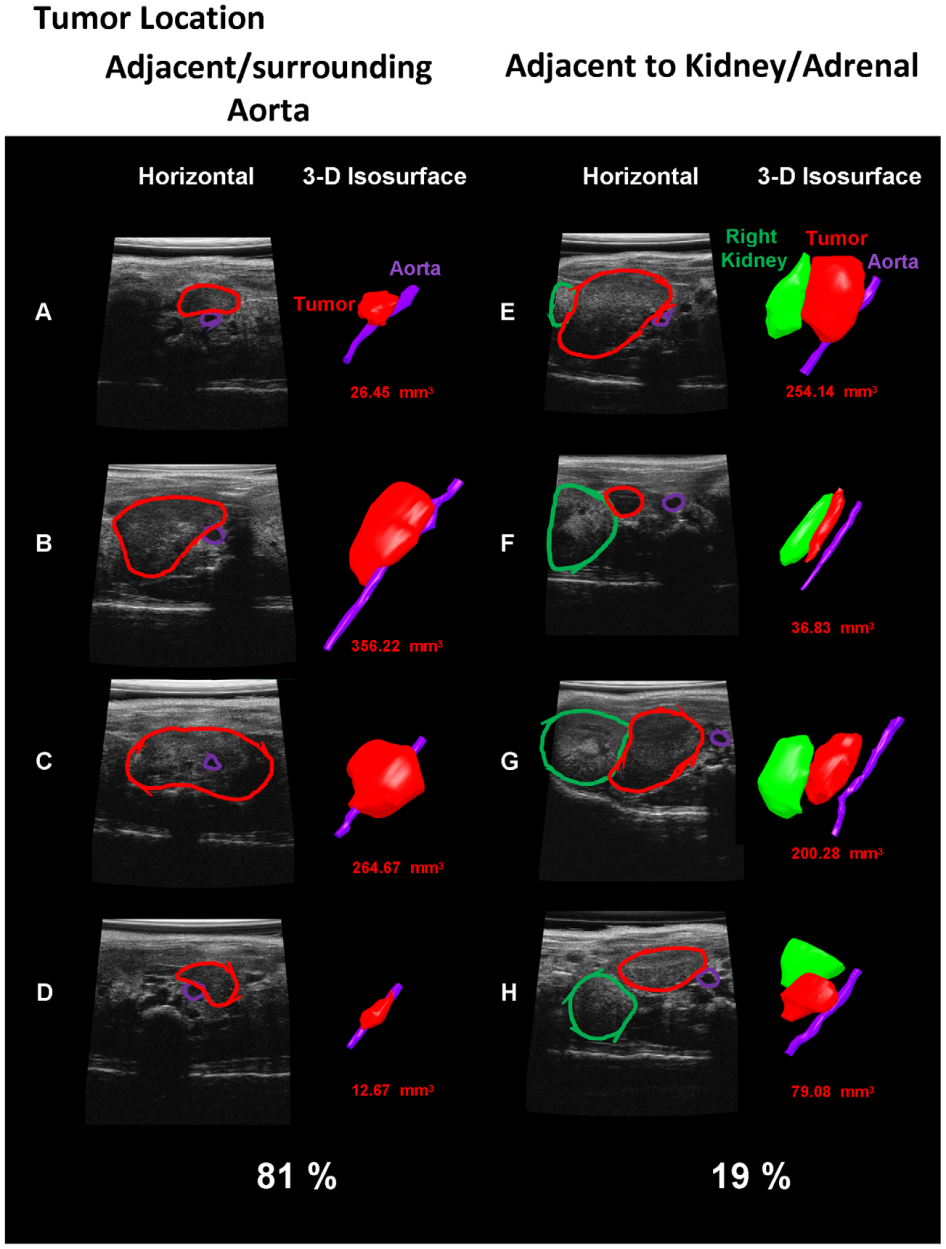
Location of TH-MYCN tumors as determined by ultrasound imaging. Ultrasound data showing the anatomical location of representative tumors (red) relative to aorta (purple) and right kidney (green). Data are presented as single slices (horizontal plane) and isosurface models generated from 3-D data sets which were also used to discern tumor volumes (mm^3^). Eighty-one percent of the TH-MYCN tumors (21/26) first appeared in the paravertebral ganglia adjacent to or surrounding the aorta of the mice, while the remaining 19% of the tumors (5/21) initially appeared closer to the adrenal or kidney.

### Spontaneous tumor regression in TH-MYCN mice

Interestingly, we noticed that 10% of the TH-MYCN tumors (5 out of 50 tumors total) exhibited a clear arrest in the growth between weeks 8–10 which lasted approximately 2 weeks and was followed by complete regression of the tumors based on ultrasound and MRI imaging (Figure 7). Hematoxylin and Eosin staining of the regressed tumors revealed that the cellular morphology of these tumors was similar to the TH-MYCN tumors that did not regress (Figure 8A). Infiltration of B and T cells was clearly observed near the peripheral edges of the tumors by staining with antibodies B220 and CD3 (Figure 8B,C). The regressed tumors also had low staining for F4-80, a marker for macrophages (Figure 8D). Only one of the regressing tumors (#6865) exhibited a significant increase in the percentage of cells that were undergoing apoptosis as judged by the presence of activated caspase-3 (Figure 8G,H compared to 8F). Tumor regression was also observed in some of the NB7 and SKNSH xenografts as described above and in Figure S4. Tumors typically regressed before they reached a volume of 100 mm^3^ in both models.

**Figure 7:**
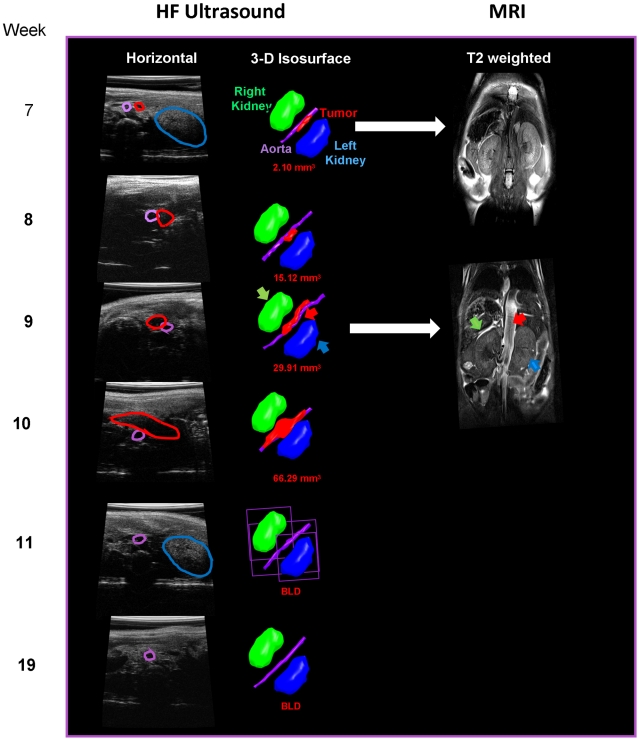
Monitoring of regressing TH-MYCN tumors by imaging. Regressing TH-MYCN tumors were imaged by ultrasound and MRI between weeks 8–10 and tumor volumes were determined. Ultrasound data **(left panels)** showing anatomical location of tumor (red), aorta (purple), right kidney (green) and left kidney (blue). Data are presented as single slices (horizontal plane) and/or isosurface models generated from 3D data sets **(middle panels)**. MRI data are presented as T2 weighted single slices (frontal plane), again highlighting tumor relative to kidney **(right panels)**.

**Figure 8:**
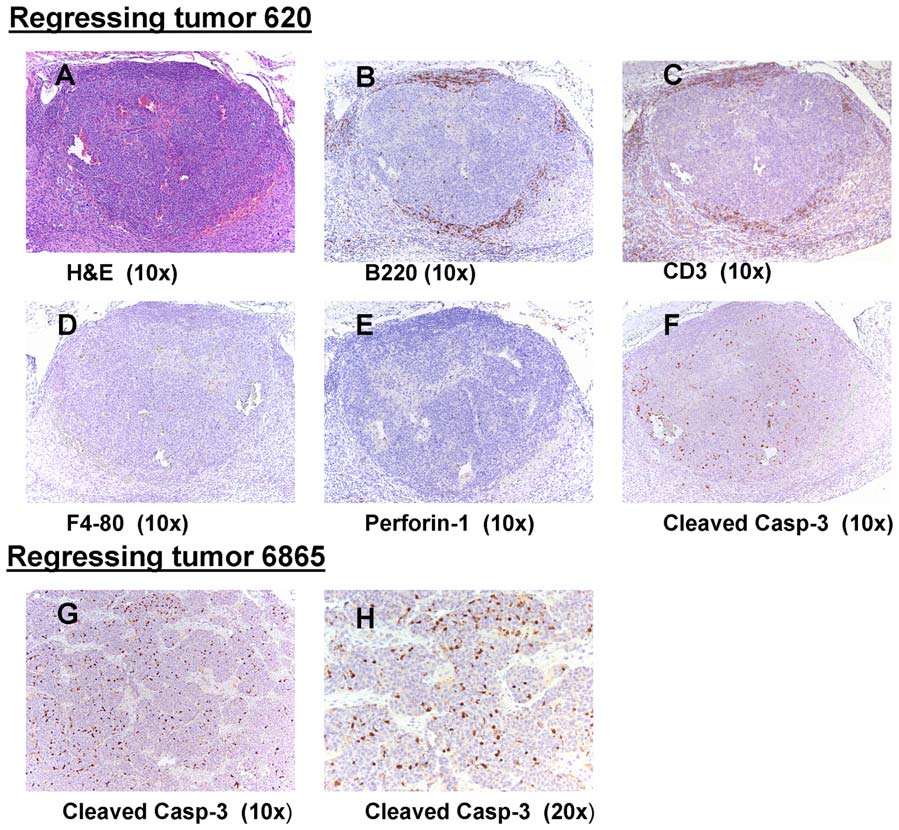
Morphology and immunohistochemistry of regressing TH-MYCN tumors. (**A**), Regressing tumor 620 stained with H&E, B-cell marker, B220 (**B**), T-Cell marker, CD3 (**C**), macrophage cells marker F4-80 (**D**), a CD8 T-cells and natural killer cells marker Perforin-1 (**E**) and cleaved caspase-3 (**F**). Regressing tumor 6865 stained with cleaved caspase-3 (**G, H**).

### Induction Chemotherapy in Neuroblastoma Orthotopic Xenografts

The new ultrasound guided neuroblastoma xenograft approach combined with validation of diagnostic imaging to study tumor growth and response in vivo provides us with the opportunity to test new chemotherapeutic agents. To test the feasibility of preclinical testing in our orthotopic neuroblastoma xenograft model and establish a baseline response for current standard of care for neuroblastoma, we injected 200,000 NB5-Luc cells (NB5-Luc was generated by infection of the NB5 cells with luciferase expressing retrovirus as described in Materials and Methods) into the left para-adrenal space of nude mice. 2–3 weeks after injection, we monitored tumor engraftment and enrolled 43 mice on study that had localized bioluminescent signal (Figure 9A). The majority of mice (36/43) had signals of ≥10^6^ photons/sec/cm^2^ (Figure 9B). The animals received the same drugs that are routinely administered for induction chemotherapy to treat neuroblastoma patients. The first course was cyclophosphamide, doxorubicin and etoposide (CAE) and the second course was etoposide and cisplatin (CE) (see Materials and Methods for detailed description of dosing and toxicity) (Figure 9C). Alternating CAE/CE treatments were repeated for a total of 6 courses over 18 weeks. Before and after each course, the tumor burden was monitored by bioluminescence and ultrasound as described above. Overall, 13/43 (30%) of the mice treated with induction chemotherapy completed 6 courses of therapy while all of the untreated mice had progressive disease and were euthanized by 50 days after being enrolled on study (Figure 9D). Among those 13 animals that completed therapy, 9 were complete response (CR) as indicated by the absence of bioluminescence, ultrasound signal (Figure 9G,H), MRI signal (Figure 8 I,J) and lack of visible tumor at necropsy (Figure 9E,F). The remaining 4 animals were classified as stable disease and showed extensive necrosis in histopathological analysis (Figure 9K,L).

**Figure 9:**
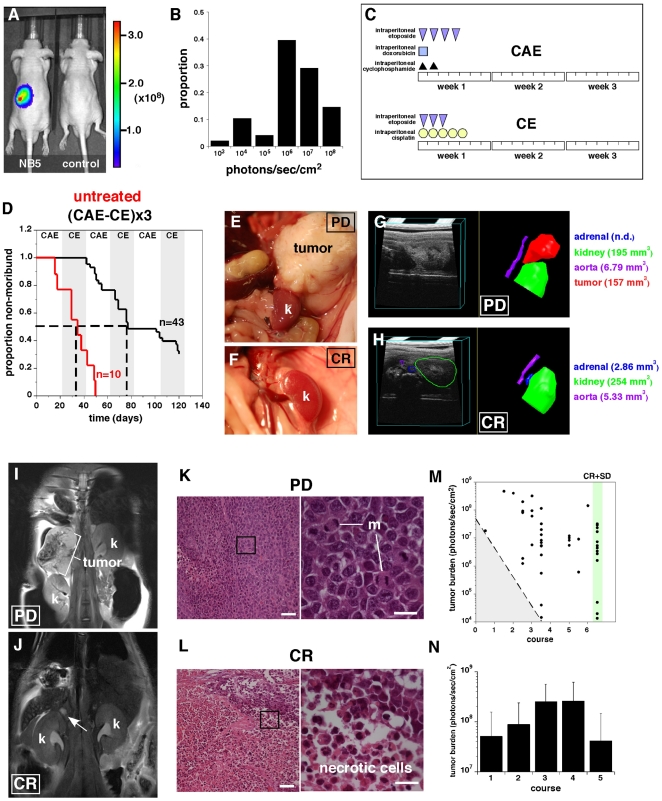
Induction chemotherapy in neuroblastoma. (**A**) Representative Xenogen image of an NB5-Luc orthotopic xenograft and uninjected control at enrollment. Scale is photons/sec/cm^2^. (**B**) Histogram of proportion of the 43 animals shown by tumor burden as measured by Xenogen. (**C**) Schedule of the etoposide, doxorubicin, cyclophosphamide (CAE) and the etoposide, cisplatin (CE) courses of chemotherapy. (**D**) Survival curve for 43 mice treated with alternating courses of CAE and CE for 18 weeks (6 courses) and 10 untreated control animals. The tumor burden was monitored by Xenogen and ultrasound. 30% of the mice survived therapy while all of the untreated mice reached moribund status within 50 days (**E,F**) Photograph of kidney (k) and para-adrenal space of a representative animal with progressive disease (PD) and complete response (CR). (**G,H**) Representative 3D ultrasound and tracing with volume measurements for a representative PD and CR showing volumes for adrenal (blue), kidney (green), aorta (purple) and tumor (red). (**I, J**) Examples of MRI of an animal with PD showing displacement of the kidney from the tumor growth (I) and a CR animal after completion of treatment showing normal kidney adrenal positions (arrow in J) where the tumor was previously located. (**K,L**) H&E staining of tumors from mice with CR and PD. Arrow indicates region of necrosis. (**M**) Plot of tumor burden at diagnosis as measured by bioluminescence (xenogen and the course of chemotherapy when the animal became moribund. The gray shaded region with dashed line indicates the minimum burden at each course where progression could be detected. The group of CR and SD that completed 6 courses of therapy are highlighted in green. (**N**) Histogram of tumor burden just before each course of chemotherapy. Bars represent the mean and standard deviation of all surviving animals at each time point. Scale bars: K, L, = 50 µm.

To determine if there was any correlation between tumor size at diagnosis and outcome, we plotted the initial tumor burden (bioluminescence) versus the stage when their tumor progressed and they became moribund (Figure 9M). During the first 3 courses (9 weeks) of therapy, there was a clear relationship between initial tumor burden and progression (shaded region in Figure 9M). However, after the 3^rd^ course, there was no correlation between initial tumor burden and response to this standard of care chemotherapy regimen. Moreover, those animals that showed a complete response or stable disease after 6 courses of therapy had an initial tumor burden of less than 3×10^7^ cells. Therefore, for future studies, we recommend enrolling animals with an initial tumor burden for the NB5-Luc cell line between 1×10^4^ and 3×10^7^ cells. To determine if 6 courses of therapy was essential for these studies to identify those animals that are likely to respond and those that are likely to progress, we plotted the tumor burden (bioluminescence) of all animals just before each course (Figure 9N). These data show a trend toward increased tumor burden over the first 4 courses but by the 5^th^ course, those animals with stable disease or complete response can be clearly identified. Taken together, these data establish the feasibility of performing preclinical testing of novel combinations of chemotherapy and provide a benchmark for the widely used standard of care induction chemotherapy for neuroblastoma.

## Discussion

The studies in this report reveal similarities and differences between the two mouse tumor model systems. At the cellular level the two models were highly similar in terms of appearance, immunohistochemical staining patterns and the presence of cellular junctions and synaptic dense core vesicles. Tumors from both models also contained a high percentage of proliferating cells characterized by both Ki67 staining and a large number of mitotic cells and exhibited regions with substantial numbers of necrotic and apoptotic cells. The similarities between the mouse and human tumors are also highlighted by the gene expression microarray studies which found a 68.1% Pearson correlation in quartiled and grade adjusted gene expression. However, there are also several differences including: the presence of large non-dividing ganglion-like cells in all the mouse tumors and larger, somewhat ganglion-like cells in only some of the human xenografts (xenograft SKNAS, for example, did not contain ganglion-like cells). In addition, the majority of the mouse tumors fail to macrometastasize beyond the local area. Eighteen genes were also differentially expressed (greater than one quartile difference) in the human and mouse tumors. These differences may contribute to their tumorigenicity and/or metastatic abilities. For example the mouse tumors expressed higher levels of BRCA2, a known tumor suppressor gene in breast and ovarian cancer and involved in maintenance of genome stability, specifically the homologous recombination pathway for double-strand DNA repair [33], [34]. 

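Other genes of homologous recombination, the repair pathway in which BRCA2 loads the recombinase onto single-stranded DNA, ranged from quartile 2 to quartile 4 in the 17 mouse tumors. Blm, a DNA helicase, was in quartile 4 in every tumor with a log2 value of 10.42 ± 0.19 (SD, n = 17). Bard1, the partner of BRCA1, was in quartile 2 in every tumor (5.84 ± 0.29), as was Brip1, a helicase that binds BRCA1 (5.64 ± 0.28). Of 16 measured genes of the pathway, Brca2 included, 4 had a mean quartile of 3.5 or above (Brca2, Blm, Rad54l and Rpa1). The mean quartile averages over probesets, and Brca2 has 1, so this count does not rank Brca2 above the rest. Brca1 was at 2.74 over 4 probesets, yet its highest had a log2 value of 10.31, against 9.95 for Brca2. Exo1 was at 2.67 over 3 probesets, with a highest of 9.89. The highest probesets of the other genes below 3.5 were lower than these. None was at 1.5 or below. The mean of these 16 genes lay between 8.64 in mad553 and 9.12 in mad549, with an SD of 0.13 that did not exceed that of random lists (adjusted p = 0.088, one-sided permutation test), although it did with arrays centred on their median (adjusted p = 0.033) and with genes scaled to SD 1 (adjusted p = 0.0002). Across tumors it moved with the mean of 24 proliferation genes, with Pearson's r of 0.92 and Spearman's rho of 0.90 (two-sided permutation tests, both p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 4.5e-05 for each over 9 relations). Without the 2 tumors farthest from the median of the proliferation list, mad553 and mad554, r was 0.88 (adjusted p = 0.00013). Both lists were lowest in mad553 and highest in mad549, which are both among the 3 tumors with the highest skeletal muscle list.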

We do not yet know if any of these 18 genes account for the differences in disease progression between the human and mouse neuroblastomas but our ultrasound guided engraftment procedure is suited for testing these hypotheses.

Our ultrasound studies showed that 81% of initial tumors in the TH-MYCN mice are found surrounding or in the vicinity of the aorta in the paravertebral ganglia. The percentage of tumors in humans originating from the paraspinal ganglia is ∼60% [1], [4]. We speculate that this site in the mouse provides factors from the blood system and from the adjacent adrenal that can enhance tumor growth and progression. Surprisingly, none of the mouse NB tumors originated in the adrenal medulla itself as confirmed by ultrasonography, histology and electron microscopy. These results are in agreement with recent works observing initial tumor formation in the TH-MYCN mouse in early postnatal sympathetic ganglia and not in the adrenal [20], [35]. However, in a few cases we observed that the mouse tumors invaded the adrenal at later stages of tumor progression. This is in contrast to the human disease where approximately 40% of the patient tumors originate in the adrenal medulla [1], [4].

Recording the *in vivo* regression of a small group of TH-MYCN tumors by ultrasound and MRI opens the possibility of using this model to study this process and suggests these tumors may exhibit similarities to human stage 4S tumor which also spontaneously regress. Understanding the regression process *in vivo* could help identify the biological pathways that will facilitate tumor growth arrest and drive the tumor to complete regression.

The standard of care protocol described in this paper will be useful for testing new drug compounds, alone or in combination with the standard CAE/CE treatment, for their efficacy in treating neuroblastoma. Our study suggests that the most accurate data will be obtained from combination of both mouse models in association with multiple imaging modalities since the TH-MYCN system allows testing of the drugs in an immune proficient model while the orthotopic xenograft system uses human cells grown in the proper microenvironment. The ultrasound guided injection technique can also be used to generate a new bank of neuroblastoma patient xenografts by injecting cells directly from the patient tumors into mice and subsequently passaging the tumors without ever growing the cells in culture. This xenograft bank would facilitate future drug testing and could potentially lead to treatments that are more tailored to individual patients.

## Materials and Methods

### Animals

TH-MYCN hemizygote mouse were purchased from NCI mouse repository (strain # 01XD2) on genetic background 129X1/SvJ and kept on this genetic mouse background. CD-1 nude immunodefecient mice were purchased from Charles River (strain code 087, heterozygous).

This study was carried out in strict accordance with the recommendations in the Guide to Care and Use of Laboratory Animals of the National Institute of Health. The protocol was approved by the Institutional Animal Care and Use Committee at St. Jude Children's Research Hospital (IACUC protocols 420 and 393). All efforts were made to minimize suffering. All mice were bred and housed in accordance with approved IACUC protocols. Animals were housed on a 12-12 light cycle (light on 6am off 6pm) and provided food and water *ad libitum*.

### Generation of Bioluminescent Cell Lines

NB cell lines NB5, NB7, NB1691 [23], [31], [32], SKNAS (ATCC CRL-2137), and SKNSH (ATCC HTB-11) were infected with a MSCV-luciferase-IRES-zeocin retrovirus. Zeocin selection was initiated 48 hours after infection as described previously [36] (Institution Biohazard Committee approval 02-152). After selection the cell lines were screened to verify luciferase activity. Cells were maintained in RPMI-1640 medium with 10% fetal calf serum.

### Immunohistochemistry and electron microscopy of the tumors

Paraffin-embedded formalin-fixed tumors were immunostained for histochemical analysis with the following antibodies: B220 (CD45R/B220) (B.D. Biosciences, CA, USA, cat. 553084) (dilution 1∶10,000), Caspase-3 (BioCare Medical, CA, USA, cat. CP229C) (dilution 1∶100), CD3 (Santa Cruz, CA, USA, cat. sc-1127) dilution 1∶350), Chromogranin (Immunostar, WI, USA, cat. 20085) dilution 1∶5,000), F4/80 (Caltag, CA, USA, cat. MS48000) dilution 1∶1,000), Ki67 (ThermoShandon, CA, USA, cat. RM-9106) (dilution 1∶200), MAP-2 (Millipore, CA, USA, cat. AB5622) (dilution1∶250), NFP (DAKO, CA,USA, cat. MO762) (dilution 1∶40), NSE (DAKO, CA, USA, cat. MO873) (dilution 1∶50), Perforin (Abcam, MA, USA, cat. ab16074) (dilution1∶4,000), PGP9.5 (Morphosystems, NC, USA, cat. 7863-0504) (dilution1∶10,000), Synaptophysin, (ThermoShandon, CA, USA, cat. RM-9111) (dilution1∶100) and TH (Vector, CA, USA, cat. VP-T489) (dilution 1∶40).

TH-MYCN, xenograft and human patient tumors were fixed for electron microscopy in 4% glutaraldehyde in 0.1 Msodium cacodylate buffer pH 7.4 with 5% sucrose and post fixed in 0.2% osmium tetroxide in 0.1 M sodium cacodylate buffer with 0.3% potassium ferrocyanide for 2 hours. After rinsing in same buffer the tissue was dehydrated through a series of graded ethanol to propylene oxide, infiltrated and embedded in epoxy resin and polymerized at 70°C overnight. Semithin sections (0.5 micron) were stained with toluidine blue for light microscope examination. Ultrathin sections (70 nm) were cut and stained with Reynolds lead citrate. Examinations were made with a FEI Tecnai F20 200 Kv electron microscope with an AMT V600 digital camera. The use of human patient samples was approved by the institutional review board of St. Jude Children's' Research Hospital (XPD09-113) and all subjects provided written consent. The study was conducted in accordance with the Declaration of Helsinki.

### Ultrasound-Guided Para- or Intra-adrenal Xenografts

All ultrasound procedures were performed using the VEVO-770, fitted with a RMV-706 probe. Cells were suspended in Matrigel (BD Worldwide, Cat#354234) at a concentration of 2×10^4^ cells per microliter and placed on ice. Anesthetized recipient CD1 nude mice (isoflurane 1.5% in O_2_ delivered at 2 liters/min) were placed laterally on the imaging bed such that the left flank faced upward. In order to provide a channel for delivery of the implant, a 22 gauge catheter (BD Worldwide, Cat# 381423) was gently inserted through the skin and back muscle into the para-adrenal region and the hub was removed. A chilled Hamilton syringe fitted with a 27 gauge needle (1.25 inch) and loaded with 10 µl of the cell suspension was guided steretoactically through the catheter and positioned between the kidney and adrenal gland as visualized using ultrasound. The cells were injected into the region and the needle was left in place for 0.5–1 min in order to permit the matrigel component to set. The needle was then slowly removed, followed by gentle removal of the catheter. The same procedures were used for intra-adrenal injections although in these studies the needle was used to pierce the adrenal capsule and cells were deposited into the medulla of the adrenal gland.

### Bioluminescent Imaging and Quantification

For Xenogen imaging mice were given intraperitoneal injections of Firefly D-Luciferin (Caliper Life Sciences 3 mg/mouse). Bioluminescent images were taken five minutes later using the IVIS® 200 imaging system. The Living Image 3.2 software (Caliper Life Sciences) was used to generate a standard region of interest (ROI) encompassing the largest tumor at maximal bioluminescence signal. The identical ROI was used to determine the average radiance (photons/s/cm^2^/sr) for all xenografts from all time points. Biolumicescence and ultrasound volume per individual animal were plotted on a double Y axis using Kaleidagraph Software using the most appropriate scale for each cell line.

### Ultrasound imaging of the TH-MYCN mice and Xenografts

All ultrasound studies were performed using the VisualSonics VEVO-770 High Frequency Ultrasound system (VisualSonics, Toronto, Canada). Briefly, animals were anesthetized (isoflurane 1.5% in O_2_ delivered at 2 liters/min) and hair covering the area to be imaged removed by application of hair removal cream (Nair). For scanning, animals were placed prone on the imaging stage, ultrasound transmission gel (Parker Labs inc., USA) liberally applied and the relevant transducer (RMV-706 at 40 MHz) lowered stereotactically to the surface of the animal. Tumor (normally characterized by irregular regions of hypoechoicity) was identified relative to normal tissue landmarks and volumes were determined by acquisition of high resolution (50–100 µm in-plane) images with a step size of 100 µm providing a close to isotropic data set. Tumor perimeters were then traced at 0.5 mm intervals and the VisualSonics software used to render and calculate calibrated volumes.

Once luminescence was above 10^6^ photons/s/cm^2^/sr in the xenografted animals, imaging was perfomed weekly with the Visualsonic VIVO-770 ultrasound system fitted with the RMV-706 probe at a frequency of 40 MHz. The field of view was set 15×15 mm. Weekly three-dimensional scans of the tumors were reconstructed using the Visualsonics software. Tumor margins were traced and volume measurements were determined by the Visualsonics software. Bioluminescence and ultrasound volume per individual animal were plotted on a double Y axis using Kaleidagraph Software. Each cell line is represented with the best scale for that cell line.

### MRI imaging of the TH-MYCN mice and the Xenografts

Magnetic Resonance Imaging (MRI) was performed using a 7-Tesla Bruker Clinscan animal MRI scanner (Bruker BioSpin MRI GmbH, Germany) equipped with a Bruker BGA12S gradient (660 mT/m with 4570 T/m/s slew rate). Animals were anesthetized using isoflurane (1.5–3% in O_2_) for the duration of data acquisition. Briefly, animals were restrained on an MR safe bed (Bruker BioSpin MRI GmbH, model number T10211) in a prone head-in-first position. A 4 channel phased-array rat brain coil (Bruker) was used for signal reception. The coil was centered over the kidneys of the mice.

For Contrast Enhanced MR studies (CE-MRI), contrast agent (0.1 mmol/kg, Magnevist, Berlex, Montville, NJ), which corresponds to 50 µL of diluted contrast agent for a 25 g mouse, was injected through a tail-vein catheter [37], [38] and immediately flushed with 25 µL saline.

A stack of 25 coronal, T2 weighted, Turbo Spin Echo (TSE) [39] images (0.5 mm thickness) was acquired with no gap between the slices. The field of view (FOV) was 35×35 mm^2^ with a matrix size of 256×256. The echo time (T_E_) was 60 ms and the repetition time (T_R_) was 2610 ms. Receiver bandwidth (BW) was 235 Hz/pixel. 4 averages were used. For CE-MRI, VIBE [40] was used to rapidly acquire a T1 weighted 3D volume before and after injection. Orientation, matrix and FOV were identical to the T2 weighted images. 3D slab thickness was 14 mm with 56 slice encoding steps; the resulting voxel size was 0.14×0.14×0.25 mm^3^. Other sequence parameters were: TR = 10 ms, TE = 2 ms, flip angel = 15°. A partial Fourier factor of 6/8 was used in phase encoding, and slice selection direction. Each scan took 1.5 minutes and was repeated 12 times without pause to provide a time-course. Injection of contrast agent was performed immediately after the 4^th^ VIBE sequence. All images were read and processed on a Siemens console using Syngo MR B15 software (Siemens AG, Erlangen, Germany).

### RNA extraction and microarray expression analysis

RNA was extracted from TH-MYCN mouse tumors using Trizol reagent (Invitrogen) . RNA quality was confirmed by analysis on the Agilient 2100 Bioanalyzer. Total RNA (100 ng) was processed in the Hartwell Center microarray core according to the Affymetrix eukaryote two-cycle target assay (http://media.affymetrix.com/support/downloads/manuals/expression_analysis_manual.pdf). Biotin-labeled cRNA (10 ug) was hybridized overnight at 45°C to the Mouse Genome 430 2.0 GeneChip array which interrogates more than 39,000 transcripts. After staining and washing, arrays were scanned and expression values summarized using the MAS5 algorithm as implemented in the GCOS v1.4 software (Affymetrix, Santa Clara, CA). Signals were normalized for each array by scaling to a 2% trimmed mean of 500. Probe set annotations were obtained from the Affymetrix website (http://www.affymetrix.com/analysis/index.affx) [41]. All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO Gene Expression Omnibus at NCBI). See Figure S3 for more details on the microarray analysis and methods. GEO number (GSE27516).

### Standardized treatment of the xenograft tumors

CD1-nude mice were injected with 10 µL of NB5-luciferase cells (2×10^4^/uL) into the para-adrenal space. These mice were then screened weekly by Xenogen and the bioluminescence was measured. The target bioluminescence signal for enrollment was 10^5^–10^8^ photons/sec/cm^2^ (median 6.51×10^6^, mean 5.65×10^7^). Once this signal was reached the animals were enrolled and started chemotherapy the following Monday.

The chemotherapeutic drug combinations and schedule used in this study was designed to mimic the most common treatments of neuroblastoma in human patients. These drug combinations have not been published previously in mice. Therefore, when possible, relevant drug dosages were determined using pharmacokinetic studies (specifically, area under the curve analysis) conducted previously on mice and humans to determine appropriate doses for the study. Once enrolled, the mice received 6 courses of alternating chemotherapy with each course lasting 21 days (18 weeks total). All drugs were administered systemically by intraperitoneal injection. The drugs given during courses 1, 3, and 5 included cisplatin 2 mg/kg (daily on days 1–5) and etoposide 5 mg/kg (daily on days 2–4). The drugs given during courses 2, 4, and 6 included cyclophosphamide 125 mg/kg (daily on days 1–2), doxorubicin 3.5 mg/kg (day 1) and etoposide 1.3 mg/kg (day 1) then 6 mg/kg (daily on days 2–4). Additionally, each mouse received 1 ml of 0.9% normal saline subcutaneously (daily on days 1–5) to help maintain hydration. The animals did not receive chemotherapy during days 6–21 during each course.

The health of the animals was monitored daily throughout the therapy. Standard complete blood counts with differential (CBC-Ds) were obtained prior to the initiation of each course of chemotherapy. For CBC-D collection, approximately 30 µL of blood was collected from the facial vein and diluted with standard amounts of EDTA. Samples were processed immediately using the FORCYTETM Hematology Analyzer (Oxford Scientific, Oxford, CT). Moribund status was defined as tumor burden greater than 20% body mass, at which point the animal was euthanized.

## Supporting Information

Figure S1 **Variable morphology was seen in the TH-MYCN tumors.** Most areas consist of solid cords (**A, B**), with area with a molding/pavement appearance (**C,D**). Ganglion-like pockets of cells were spread throughout the tumors (**E,F**). 40× magnification.
(TIF) Click here for additional data file.

Figure S2 **Electron microscopy of a representative TH-MYCN tumor, orthotopic human NB tumors and a Stage 4 MYCN-amplified patient tumor.** A representative TH-MYCN tumor **(upper left)**, a human stage 4 patient tumor **(upper middle)** and xenograft tumors derived from neuroblastoma cell lines **SKNSH** **(upper right)**, NB1691 **(lower left)**, NB5 **(lower middle)** and SKNAS **(lower right)**. The general appearance of the tumors is shown in (**A**) dense core vesicle, junctions, lipids and processes (**B–D**).
(TIF) Click here for additional data file.

Figure S3 **PCA analysis of human microarray data.** Human NB data were obtained from three GEO neuroblastoma studies. Each source is represented by a different dot color. The **left panel** shows the principal components (PC) analysis before correction for NB data source. Axes are: x = PC1 explains 13.70% of the variability of the data, y = PC2 explains 9.34% of the variability of the data and z = PC3 explains 6.86% of the variability of the data. The **right panel** shows the components (PC) analysis after correction for NB source. Axes are: x axis PC1 explains 13.10% of the variability of the data, y axis = PC2 explains 7.27% of the variability of the data and z axis = PC3 explains 5.76% of the variability of the data.
(PDF) Click here for additional data file.

Figure S4 **Growth of additional orthotopic neuroblastoma xenografts.** Bioluminescence **(left column)** and ultrasound **(middle column)** plotted against time after injection (days post injection, dpi) for SKNSH (**A**) and NB7 (**B**). A correlation analysis between the bioluminescence (y-axis) and ultrasound volume (x-axis is presented for the various xenografts in the right column. The correlation co-efficient is provided in the **(upper corner of right column)**.
(TIF) Click here for additional data file.

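Table S1 gives for each unigene pair the mean quartile in the mouse tumors, the mean quartile in the human tumors and their difference, with the gene titles and symbols of both species. A pair is a row, and 1 mouse unigene can stand in several pairs. Its 424 rows hold 410 mouse and 407 human unigenes, 257 rows with the higher mean in human and 167 with the higher mean in mouse. Of its mouse means, 83 are not whole numbers, and 62 of these are whole multiples of 1/17 to within 0.01/17, as means over 17 arrays of 1 probeset would be. In 35 rows the mouse entry carries several symbols, and these were left out of the tallies of unigenes with 1 symbol.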

Table S1 **Data on the 424 unigenes that differ between mouse and human by at least one quartile.**
(XLS) Click here for additional data file.

Table S2 **Data on the 125 unigenes of interest NB differ between mouse and human by at least two quartiles.**
(XLS) Click here for additional data file.

Table S3 **Data on the 18 unigenes that exhibit at least two quartile differences but do not exhibit species differences in the adrenal.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

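The data are gene expression arrays (Affymetrix whole-genome mouse arrays) of 17 tumors of TH-MYCN mice, 1 array per tumor. The paper reports 18 tumors. All tumors belong to 1 group, the labels give no sex, age or weight per tumor, and no groups were formed from the values. No paired analysis was possible because each tumor has 1 array and there is no second condition.

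The values are log2 expression values per probeset, made by the authors with RMA (background correction, quantile normalization of probes and summary per probeset) and used as deposited. The labels name Partek version 6.4 beside RMA, and no version of RMA is stated. The paper's results section names RMA for the mouse arrays, while its methods section names MAS5 with scaling to 500. No further normalization was applied for the results at the claims. Raw probe intensities, the human tumor arrays and the adrenal arrays were not analysed here.

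Probesets were named from the platform annotation, with symbols checked against a mouse gene table. Gene lists hold 316 entries, of which 288 were measured. Within each array the limits at 25%, 50% and 75% of the single-gene probesets defined 4 quartiles. A gene's mean quartile is the mean over its probesets of their mean quartile, and a gene was graded A+ when the mean quartiles of its probesets spanned at most 1. Mouse means of Tables S1, S2 and S3 were compared with these values for unigenes with 1 symbol, with a tolerance of 0.5 quartile, and a unigene counted as on the paper's side when its mean quartile differed from the paper's human mean by at least 1 in the paper's direction. These tallies have no test. The tables were made from the paper's own arrays of these tumors, so the tallies are a recomputation and no independent check.

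On the log2 scale each gene was represented by its probeset with the highest mean. For each of 26 gene lists, the SD over tumors of the list's mean was compared with 10000 random lists of the same size, matched on mean log2 value in 20 bins (one-sided permutation test over genes). For 9 pairs of lists, Pearson's r and Spearman's rho over the tumors were tested with 100000 permutations (two-sided), and r was computed again without the 2 tumors farthest from the median of the first list. Genes shared by both lists were left out of the second. The Benjamini-Hochberg adjustment was made over the lists and over the pairs, with a threshold of 0.05 and seed 1. Genes counted as variable had an SD of at least 1 and a mean at or above the array median. Similarity was measured by the correlation of every pair of arrays over non-control probesets and by principal components of centred values.

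Most genes are named in the text by a rule set before the data were examined: the genes of Table S3, the 10 genes of Table S1 with the largest difference in each direction, the stained proteins, all MHC class I genes, the members of each other list with the 2 highest and 2 lowest mean quartiles and the 2 largest SD, the 20 genes with the largest SD, and genes of the sex chromosomes. Pax5, Gbp3, Ran, Rasl2-9, Ywhaq and the further muscle genes lie outside this rule and were named after values had been seen. So were Rad54l and Rpa1, named because their mean quartile is 3.5 or above. Brca1 and Exo1 were also named after values had been seen, because their highest probesets are near or above that of Brca2. The gene lists, the pairs of lists and 28 alternatives were also set before the data were examined. The alternatives cover the quartile limits, the choice of probesets, filters on dim probes, centring or scaling and the measure of spread. They also cover the removal of the first principal component and of the tumor of lowest correlation. Leaving out each tumor in turn, and leaving out the 3 tumors with the highest muscle list, were added after the data were seen.

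The tests were tried on simulated data with 18193 genes and 17 arrays. Of 100 lists of 12 genes with a shared shift of SD 0.5 all 100 were called, with a shift of SD 0.1 none of 100, and without one 3 of 100, so a list that does not pass may still hold a small shared shift. Of 100 relations with a true correlation of 0.8 all 100 had an unadjusted p under 0.05, with one of 0.5 56 of 100 had, and without one 1 of 100. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Values of an array near its lowest level carry little information on differences between tumors.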

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

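Leaving out each tumor in turn, and leaving out the 3 tumors with the highest muscle list, were chosen after the data were seen. The other alternatives were chosen before, among them leaving out the tumor of lowest correlation. Over the alternatives run, the number of A+ genes lay between 13376 and 14838, that of Table S1 unigenes within the tolerance between 275 and 339, that of Table S1 unigenes on the paper's side between 282 and 333, and that of Table S3 genes within the tolerance between 12 and 15. Of 1131 alternative mean quartiles of 189 named genes, 1030 stayed within 1 SD and 101 moved further, by at most 1.84, and 46 of the 101 moved when only the probeset with the highest mean was used. H2-K1 has no value without probesets of the type that also matches related sequences. The median correlation between tumors was 0.973 over probesets at or above the median mean. The number of variable genes was 74 with the mean of all probesets, 191 without the filter on the mean, 57 with the median absolute deviation and 93 to 130 with 1 tumor left out. The number of lists past the threshold lay between 17 and 19 of 26, and was 16 of 21 with only brighter genes. The list of markers stained throughout the tumor lost its call with the mean of all probesets, with centred arrays, with scaled genes and without any 1 of 6 tumors (adjusted p 0.051 to 0.71). The proliferation and MYC target lists lost theirs without the 3 tumors with the highest muscle list (adjusted p 0.075 and 0.076), the MYC target list also with centred arrays (0.053), and homologous recombination passed with centred arrays (0.033) and with scaled genes (0.0002). With scaled genes the sympathoadrenal, chromaffin cell and erythroid lists lost their call too (0.099 to 0.43), and the T and NK cell, kidney and p53 target lists gained one (0.011 to 0.028). Of the 9 relations 3 passed, and 2 (without mad562) to 6 (without mad553) did with 1 tumor left out. Proliferation with homologous recombination (r 0.88 to 0.94) and interferon response with MHC class I (0.91 to 0.96) passed in each of these runs, the latter with 0.64 (adjusted p 0.021) when the first principal component was removed. T and NK cell with MHC class I ranged from 0.27 without mad562 (adjusted p 0.34) to 0.78 and was 0.43 with only brighter genes (adjusted p 0.16). Proliferation with markers of ganglion-like cells ranged from -0.65 to -0.40, passing without mad553 or mad560, and was -0.57 with the first principal component removed (adjusted p 0.04). Proliferation with hypoxia response ranged from -0.56 (passing without mad553) to -0.17, T and NK cell with macrophage from 0.19 to 0.56 (passing without mad553 or mad555, and 0.11 with that component removed), and adrenal cortex with sympathoadrenal lineage from 0.37 to 0.62 (passing without mad549, mad551, mad560 or mad561), the last pair having 0.015 with only brighter genes (adjusted p 0.95). Endothelial with hypoxia response ranged from -0.52 (without mad559) to -0.16 (without mad554) and proliferation with macrophage from -0.37 to -0.17, neither passing. Apart from the choice of tumors and probesets built into these alternatives, the cause was not tested. Probesets in the lowest quartile lie close to the lowest signal of the array, which limits what can be said of lists such as T and NK cell.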

Differences from the paper's values

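Of the 355 matched unigenes of Table S1, 15 had a mean quartile over 1.5 times apart from the paper's mouse mean and beyond the SD over tumors. Among the genes named here these are 5. For Mcur1 the paper's mouse mean is 1.0 and the value here 2.71, for Mgat5 the paper's is 1.0 in 1 entry (other entries with this symbol have the paper's 3.0, within 0.5 of the value here) and the value here 2.51, for Pax5 the paper's is 1.0 and the value here 1.56, and for H2-K1 the paper's is 1.24 and the value here 3.26. Under every alternative run for them, of those set before the data were examined, these 4 still differed by this measure. For H2-D1 the paper's mouse mean is 1.44 and the value here 2.16. It no longer differed with quartile limits that leave out clone and model names (2.12), without probesets of the type that also matches related sequences (1.79) and with probesets listed with several genes added (2.14). It still differed with limits from all non-control probesets (2.25), with limits pooled over the arrays (2.17) and with only the highest probeset (4.0).

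The paper states that 18 tumors were profiled, and 17 arrays were analysed here. The paper's title for Table S3 puts its genes at a difference of at least 2 quartiles, while 11 of its 18 pairs reach that and the smallest difference printed there is 1.05. Table S1 holds 135 pairs with a difference of 2 or more, of which 10 are at exactly 2 and 125 above it, and Table S2 holds the 125.

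Table S1 of the paper lists MHC class I heavy chains as lower in mouse tumors. Of the MHC class I genes, H2-Q10 (1.06) and H2-Bl (1.0) were low here and B2m (4.0) was high, while H2-K1 and H2-D1 lay between them at the values above, with probesets from 2.0 to 4.0 and from 1.0 to 4.0. Only 19 mouse unigenes of Table S1 that carry several symbols and have a named gene measured here were examined. Of these, 9 have a named gene within 0.5 of the paper's mouse mean and 10 have none. The entry that includes Ran has the paper's mouse mean of 1.0 and also includes Rasl2-9, at 1.0 here, while 5 of 6 probesets of Ran were in quartile 4. The entry that includes Ywhaq has the paper's 2.0, and all 8 probesets of Ywhaq were in quartile 4 here.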

Other observations

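RNA of the proteins stained in the paper was measured in the 17 tumors. Mki67 was in quartile 4 in every tumor (log2 value 13.72 ± 0.10, SD), as were Chga (12.59 ± 0.42), Uchl1 (11.85 ± 0.22), Nefh (10.80 ± 0.13) and Th (13.09 ± 0.73), the last between 11.54 and 14.33. Eno2 had a mean quartile of 2.47 ± 0.51, mouse Mycn, which is not the human transgene, one of 3.16 ± 0.21, Adgre1, a macrophage marker, one of 3.18 ± 0.39, and Prf1, a protein of cytotoxic granules, one of 1.74 ± 0.31.

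Several genes had wide ranges. The heat shock genes Hspa1a and Hspa1b reached 14.07 and 14.53 in mad565 and had their lowest values, 6.07 and 7.48, in mad556 and mad563, and the immediate early list that holds them was at 10.12 in mad565 and at most 9.01 elsewhere. Ucp1, the uncoupling protein of brown fat, ranged from 6.18 to 12.76 (mad562), and Car3, abundant in fat, from 4.64 to 13.35 (mad556). Car3 was also high in the 3 tumors with the highest muscle list, at 12.29 in mad549, 10.81 in mad550 and 12.72 in mad553. Adipoq was at 7.19, 6.33 and 8.22 in the same tumors. Car3 belongs to the adipose list, so in these tumors the list need not mark fat alone. Ptprc, the leukocyte antigen CD45, reached 12.81 in mad562 and 11.40 in mad550. Jchain, of plasma cells, was 10.36 in mad565, 8.88 in mad562 and 8.01 in mad561. Adm, a hypoxia-induced peptide hormone, was highest in mad554 (12.50), where the hypoxia list was highest too (10.05). Xist lay at 12.84 to 13.62 in 12 tumors and at 5.82 to 8.03 in 5. Eif2s3y of the Y chromosome lay at 10.29 to 10.68 in 5 and at 3.63 to 4.13 in 12. The 5 with low Xist and high Eif2s3y were the same tumors, mad553, mad554, mad555, mad561 and mad562. The 12 and the 5 were not compared.

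Of the relations between lists set before the data were examined, interferon response moved with MHC class I (r 0.93, rho 0.88, both p = 1e-05, the smallest the two-sided permutation test can give, r 0.82 without mad562 and mad565). T and NK cell with MHC class I passed (r 0.72, adjusted p 0.026, rho 0.52, adjusted p 0.077) and had r 0.29 without mad555 and mad562 (adjusted p 0.54). The other 6 did not pass for r: proliferation with markers of ganglion-like cells (r -0.50, while its rho of -0.63 passed with an adjusted p of 0.025), with hypoxia response (-0.30) and with macrophage (-0.27), T and NK cell with macrophage (0.50), endothelial with hypoxia response (-0.36) and adrenal cortex with sympathoadrenal lineage (0.51), with adjusted p from 0.064 to 0.29 for r.

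Of the tests in the next 3 paragraphs, that of developing muscle was written before its values were seen and all the others after values they rest on had been seen. The labels give no condition that differs between the tumors, so no biological explanation from the design was tested.

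Skeletal muscle genes were far higher in mad553, mad550 and mad549 than in the other tumors. If tumor cells turned to developing muscle, genes of that stage would rise with the muscle list. The median slope of 6 such genes was 0.064 (at most 0.107 with 1 tumor left out), below the bound of 0.25. Myh3, with a mean of 9.63, did not rise with the list (slope 0.016). The other 5 have means below the array median, and Myog and Myh8 among them had slopes of 0.19. The median slope, though below the bound, thus rests mostly on genes of low signal. It cannot decide for these 5, and for them the explanation stays open. If adult skeletal muscle lay in the sample, further adult genes would rise too, and of 12 chosen 91.7% had a slope of at least 0.25, with a median of 0.59, and 90.9% did without Casq1, whose spread had been seen before. Of the 12, Mybpc2 reached 12.04 and Eno3 11.49. RNA of adult muscle in these 3 samples is a hypothesis that these values leave standing, and tumor cells with a full adult muscle program would give the same values.

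Interferon and MHC class I genes were highest in mad562 and mad565, as were B cell genes (6.92 and 6.57, median 5.72), while T and NK cell genes (6.11) and liver genes were highest in mad562. A fit on the liver list left 0.647 of the SD of the MHC class I list over all 17 tumors, and from 0.508 to 0.985 with 1 tumor left out, so liver RNA stays open for mad562, beside the immune cells that these lists mark. In mad559, second in liver genes, the MHC class I list (7.21) and the interferon list (6.59) were below their medians, which goes against liver RNA but is 1 tumor. Without mad562 the fit left the same 0.985 (0.977 to 0.99996 with 1 more tumor left out). This argues against liver RNA as the source of the differences among the other 16. In mad565 the liver list was 5.26, close to its median of 5.21, which argues against liver RNA as the source there. A fit on the macrophage list left 0.566 (0.515 to 0.593), between the bounds of 0.5 and 0.8, so macrophage content stays open for all tumors.

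Of the matched unigenes of Table S1, 30 lay outside 0.5 of the paper's mouse mean, 28 above it and 2 below. With quartile limits that leave out clone and model names, 53.3% (16) of the 30 came within 0.5 and 2 of the 325 others left it. With limits pooled over the arrays 4 came within and 1 left. With limits from all non-control probesets 1 came within and 51 left, so the limits stay open as a cause for part of the 30. Probesets of 1 gene at different levels would also produce this, and 33.3% (10) of the 30 have probesets that span more than 1 quartile, but 14 have a single probeset and cannot. Of the 16 with several, 62.5% do, against 6.85% (5 of 73) of those inside the tolerance, a share between the bounds of 50% and 80%, so this stays open for these 16. For the 14 it was not tested, since probesets that belong to the paper's unigene under another symbol were not used here.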
